# Strand‐specific, high‐resolution mapping of modified RNA polymerase II

**DOI:** 10.15252/msb.20166869

**Published:** 2016-06-10

**Authors:** Laura Milligan, Vân A Huynh‐Thu, Clémentine Delan‐Forino, Alex Tuck, Elisabeth Petfalski, Rodrigo Lombraña, Guido Sanguinetti, Grzegorz Kudla, David Tollervey

**Keywords:** hidden Markov model, polymerase CTD phosphorylation, transcription, yeast, Chromatin, Epigenetics, Genomics & Functional Genomics, Methods & Resources, Transcription

## Abstract

Reversible modification of the RNAPII C‐terminal domain links transcription with RNA processing and surveillance activities. To better understand this, we mapped the location of RNAPII carrying the five types of CTD phosphorylation on the RNA transcript, providing strand‐specific, nucleotide‐resolution information, and we used a machine learning‐based approach to define RNAPII states. This revealed enrichment of Ser5P, and depletion of Tyr1P, Ser2P, Thr4P, and Ser7P in the transcription start site (TSS) proximal ~150 nt of most genes, with depletion of all modifications close to the poly(A) site. The TSS region also showed elevated RNAPII relative to regions further 3′, with high recruitment of RNA surveillance and termination factors, and correlated with the previously mapped 3′ ends of short, unstable ncRNA transcripts. A hidden Markov model identified distinct modification states associated with initiating, early elongating and later elongating RNAPII. The initiation state was enriched near the TSS of protein‐coding genes and persisted throughout exon 1 of intron‐containing genes. Notably, unstable ncRNAs apparently failed to transition into the elongation states seen on protein‐coding genes.

## Introduction

Eukaryotic RNA polymerase II (RNAPII) is a large, multisubunit complex. The largest RNAPII subunit, termed Rpo21 in yeast, has a catalytic N‐terminal domain (NTD) that performs nucleotide polymerization, and a regulatory C‐terminal domain (CTD), consisting of multiple heptad (consensus YSPTSPS) repeats (26 in yeast, 52 in humans). Each position in the heptads of the CTD can undergo independent, reversible post‐translational modification (PTM) (reviewed in Heidemann *et al*, 2013). In particular, phosphorylation/dephosphorylation of Tyr1, Ser2, Thr4, Ser5, and Ser7 can regulate interactions with multiple transcription and RNA processing factors (reviewed in Buratowski, 2009; Hsin & Manley, 2012). Two recent studies addressed the mapping of these phosphorylation sites of the CTD in a heptad‐specific manner (Schüller *et al*, 2016; Suh *et al*, 2016). Both studies indicate that Ser5P and Ser2P are the major modifications; however, other phosphorylation sites are clearly also functionally important (Egloff *et al*, 2007; Hsin *et al*, 2011; Mayer *et al*, 2012; Rosonina *et al*, 2014). The RNAPII CTD shows dynamic changes in PTMs as the polymerase traverses protein‐coding genes in yeast (see, e.g., Mayer *et al*, 2010), which can be detected using a set of antibodies that each recognize a specific phosphorylation (reviewed in Eick & Geyer, 2013; Heidemann *et al*, 2013). Such antibodies have been used to assess the distribution of the different modifications across individual transcription units in ChIP analyses, or across many transcription units in ChIP‐Seq. These analyses have been highly informative and have played important roles in our current understanding of eukaryotic gene expression. However, ChIP and ChIP‐Seq map RNAPII by formaldehyde crosslinking in sonicated chromatin, so the transcribed strand cannot be identified and spatial resolution is limited by the fragment sizes—typically around 200–300 nt. In contrast, recent analyses of RNA‐binding proteins have used UV crosslinking and sequence small RNA fragments, giving a high degree of spatial resolution (reviewed in Darnell, 2010). Here, we have applied *in vivo* UV crosslinking and analysis of cDNA (CRAC) (Granneman *et al*, 2009) to generate a high‐resolution, strand‐specific map of the location of transcribing RNAPII relative to the nascent transcript. We also incorporated an additional immunoprecipitation step to separate modified forms of RNAPII (modification CRAC; mCRAC) and map these across the transcriptome. A related approach was recently reported to identify the locations of Ser5P‐ and Ser2P‐modified RNAPII in human cells (Nojima *et al*, 2015).

Extracting biological insights from large and complex transcriptomic or genomic datasets remain challenging. To address this problem, modeling approaches can help identify significant common features across genes and between gene classes in metagene analyses based on sequence analyses. We have therefore used machine learning and probabilistic modeling to segment the genome using a hidden Markov model (HMM). The HMM explains the mCRAC data by postulating an underlying, finite set of hidden RNAPII states, each characterized by a noisy signature of PTM log‐enrichments (emissions). RNAPII can transition between different states stochastically; however, the model assumptions enforce spatial coherence in the state distribution, effectively yielding a partitioning of the genome according to different HMM states. See Eddy (2004) for an accessible overview of the use of HMMs to analyze biological data. HMMs have recently been used to define features of yeast transcription units and the transcription initiation–elongation transition (de Boer *et al*, 2014; Zacher *et al*, 2014).

Like other eukaryotes, yeast transcribes large numbers of ncRNAs. These include the cryptic unstable transcripts (CUTs), which are normally very rapidly degraded (Wyers *et al*, 2005), and the stable untranslated transcripts (SUTs) a class of generally nuclear retained, but more stable ncRNAs (Xu *et al*, 2009). CUTs are strongly stabilized by mutations in the exosome nuclease complex, the Trf4/5‐Air1/2‐Mtr4 (TRAMP) nuclear polyadenylase complex, a major exosome cofactor, or the Nrd1 and Nab3 components of the Nrd1/Nab3/Sen1 (NNS) complex that terminates transcription and targets the nascent transcript to TRAMP and the exosome (Arigo *et al*, 2006; Heo *et al*, 2013; Schulz *et al*, 2013; Tudek *et al*, 2014; Webb *et al*, 2014; Fasken *et al*, 2015). These observations strongly support the model that CUTs are transcriptionally terminated by NNS, with the released transcripts being targeted to the TRAMP/exosome complex for rapid degradation. The NNS complex can associate with Ser5 phosphorylated RNAPII CTD via Nrd1 (Vasiljeva *et al*, 2008) and with the histone H3, lysine 4 trimethylation (H3K4me3) present on the promoter‐proximal nucleosome(s) (Terzi *et al*, 2011), and Nab3 can also directly recruit the Rrp6 component of the exosome (Fasken *et al*, 2015). However, features that discriminate between mRNAs and ncRNA transcripts to confer their different fates are not fully understood. Consensus *in vitro* binding sites for Nrd1 and Nab3 are depleted in protein‐coding genes relative to the total genome or ncRNAs (Schulz *et al*, 2013). However, while Nrd1 and Nab3 show a strong 5′ bias, they also bind throughout protein‐coding genes (Webb *et al*, 2014) and individual *in vivo* Nrd1 and Nab3 binding sites frequently lack these motifs (Jamonnak *et al*, 2011; Wlotzka *et al*, 2011), indicating that these are not the sole determinants of NNS function *in vivo*.

Systematic analyses revealed that the pre‐mRNA‐binding proteins Hrp1 and Nab2 have dual roles, promoting both pre‐mRNA cleavage and polyadenylation, and degradation of CUT ncRNAs (Tuck & Tollervey, 2013). Surprisingly, on protein‐coding transcripts, Hrp1 and Nab2 were most abundant close to the transcription start site, and this was also found to be the case for the nuclear surveillance factor Mtr4. These observations suggested that short ncRNAs might be generated from the 5′ regions of many or all protein‐coding genes in yeast.

Here, we report that the combination of high‐resolution, strand‐specific mapping of RNAPII phosphorylation states across the transcriptome with an HMM allowed the segmentation of the genome based on RNAPII state changes. This segmentation can readily be compared to any other feature for which genome‐wide data exist. We use this approach to reveal systematic differences between RNAPII on intron‐containing and intronless transcripts, and between mRNAs and lncRNAs. We propose that close to the transcription start site (TSS) RNAPII is normally “surveillance ready”. The early post‐initiation state for RNAPII transcripts is prone to termination, with degradation of the released transcript. On genes encoding unstable CUT ncRNAs, RNAPII remains in this state. We postulate that, in consequence, the surveillance system does not need to specifically identify thousands of different ncRNA species.

## Results

### Rpo21 CRAC recovers nascent RNAPII transcripts

To assess the distribution of total RNAPII along the yeast genome, we applied CRAC to Rpo21, the large subunit of the RNAPII complex. 

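CRAC of Rpo21-HTP without an antibody step, which recovers total RNAPII, was deposited for BY4741 cells as 2 libraries, called total RNAPII 1 and total RNAPII 2 by their replicate numbers. Together they hold 1477938 aligned reads. The authors trimmed and quality-filtered the sequences, aligned them to the sacCer3 genome with Novoalign, and collapsed reads by start position and barcode, which removed 65.4% and 56.8% of the aligned reads, though 1835 and 739 of the reads left repeat a position and barcode. The random part of the barcode is 3 nt long, and a start position holds at most 64 and 56 reads in these libraries. From the deposited positions, a read was assigned to a transcript on its own strand by its midpoint, and reads over a pair of annotated genes of the same strand, 10313 and 8375 in these libraries, were left out. Median read length was 32 nt in total RNAPII 1 and 28 nt in total RNAPII 2. The reference annotation holds no UTRs, so that positions are counted from start and stop codons and not from the TSS or pA site. The paper calls replicate libraries independent experiments but does not state separate cultures, and a p from a fit of libraries therefore measures only the spread between libraries, while a permutation p compares genes or transcripts.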

HTP‐tagged Rpo21 was expressed from the endogenous locus with a His6‐TEV‐protein A tag (Rpo21‐HTP, Fig EV1). Rpo21‐HTP was the only source of Rpo21 and growth of the resulting strains was indistinguishable from the parental wild type (BY4741), indicating that the tagged construct is functional. Rpo21 was crosslinked to RNA by UV irradiation at 254 nm for 1 min in actively growing cells and purified using a multistep, tandem‐affinity protocol, followed by gel purification (Figs 1A and EV1). The protocol includes two highly denaturing steps (incubation and nickel column binding in 4 M guanidinium–HCl and SDS gel electrophoresis) ensuring very high enrichment for covalently associated RNAs. RNA fragments crosslinked to Rpo21 were amplified and sequenced, yielding 1.5 million unique reads that could be mapped to the genome. 

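Coding sequences of mRNAs held 64.5% ± 1.35 (SD, n = 2 libraries) of the reads of total RNAPII, and their introns 2.29% ± 0.217. Regions within 200 nt of a coding sequence on its strand, where most UTRs lie, held 9.42% ± 0.508. The snoRNAs, which guide modification and processing of rRNA, held 1.25% ± 0.0498, and the snRNAs of the spliceosome 0.174% ± 0.0195. Reads antisense to mRNAs made up 6.96% ± 0.240 and annotated lncRNAs 0.194% ± 0.00378. All of these classes together held 84.7% ± 1.77 of the reads. Transcripts of RNAPIII, mainly tRNAs, held 4.26% ± 1.45 and rRNA 2.70% ± 0.356. The remaining 8.25% ± 0.0406 lay outside every class, and CUTs, SUTs, NUTs and XUTs could be counted only there or as antisense reads, since the reference annotation does not hold them.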

After quality filtering and removal of PCR duplicates, more than 90% of these sequences were mapped to genes transcribed by RNAPII, including mRNAs, several lncRNAs classes (CUTs, SUTs, NUTs, XUTs, and antisense transcripts), small nucleolar RNAs (snoRNAs), and small nuclear RNAs (snRNAs), indicating specific recovery of RNAPII transcripts (Fig 1B).

**Figure EV1:**
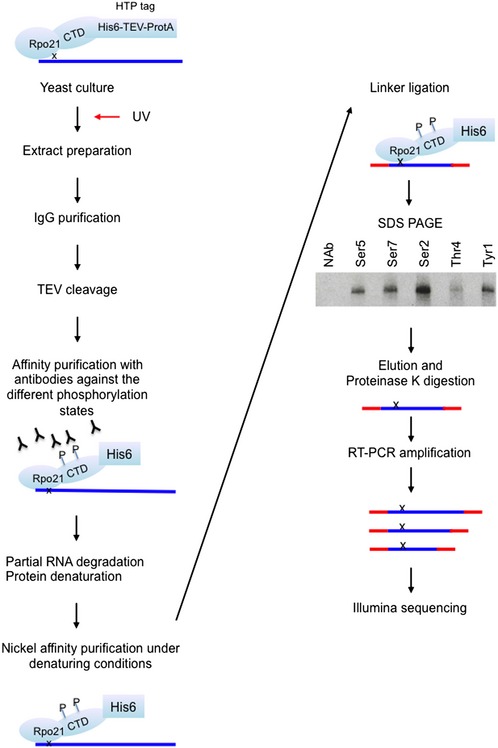
Rpo21 crosslinking and purification during mCRAC The schematic indicates the major steps in the mCRAC protocol. The inset gel shows two replicates of the gel purification of Rpo21, with antibodies against the modifications indicated or a no antibody control (NAb), visualized by autoradiography of the 5′ [^32^P] labeled, crosslinked RNA.

**Figure 1:**
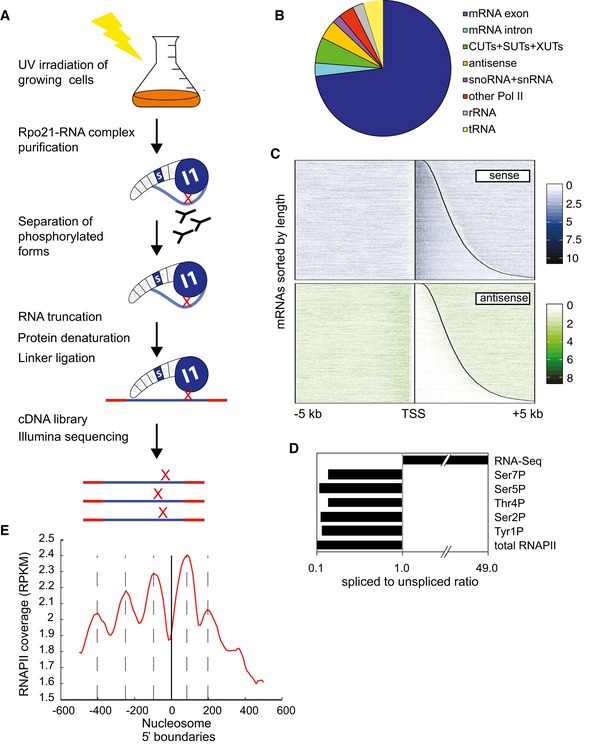
RNAPII can be mapped with high‐resolution using CRAC Outline of the mCRAC protocol. See Fig EV1 for further details. In all figures, the analyses used *S. cerevisiae* strains derived from BY4741.Distribution of RNAPII reads across transcript classes determined by CRAC analyses of Rpo21‐HTP.Distribution of RNAPII across protein‐coding genes in the sense and antisense orientations. In the upper panel, the vertical line indicates the TSS. The curved line indicates the location of the poly(A). All protein‐coding genes are shown in the sense orientation, ordered with the shortest ORF at the top. The lower panel shows reads that are antisense to the same regions.Ratio of spliced to unspliced RNAs in RNAPII‐bound RNAs, calculated as the ratio of sequences spanning exon–exon (spliced) relative to intron–exon (unspliced) junctions.Peaks in RNAPII binding correlate with nucleosome positions. The zero point (solid vertical line) is the mapped positions of nucleosome 5′ boundaries (Jiang & Pugh, 2009) across all protein‐coding genes. The red line shows the overall RNAPII density with respect to each nucleosome boundary. Dashed lines show locations RNAPII maxima, which show an apparent 150 nt periodicity.

Fig 1C shows the RNAPII binding profile on all protein‐coding genes, aligned by the transcription start site (TSS) and arranged by transcript length. Robust RNAPII binding was found on the majority of mRNAs, suggesting that most mRNAs are expressed and detected by CRAC. This analysis showed that high signals on the sense strand were not accompanied by antisense signals, confirming the strand specificity of the CRAC technique. 

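At least 1 read of total RNAPII was found on 97.3% ± 0.365 (SD, n = 2 libraries) of the 6002 nuclear protein-coding genes, and at least 10 reads on 89.2% ± 0.683. The paper's reported values are 99% and 97%, over another set of annotated mRNAs. LCP5, which encodes a nucleolar protein of pre-rRNA processing and lies on chromosome V of sacCer3 from 414481 to 415554, held 96 reads in total RNAPII 1 and 116 in total RNAPII 2. RPS0B, which encodes a protein of the small ribosomal subunit and has an intron from 242322 to 242680 on chromosome XII, held 623 and 555 reads. From the signal on the majority of mRNAs, the paper proposes that most mRNAs are expressed and detected by CRAC.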

The distribution of RNAPII across selected individual genes is shown in Dataset EV1. Inspection of the total RNAPII signals on the plus and minus strands in panels A–C shows the high strand specificity of the CRAC data. 

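Of the reads of total RNAPII over protein-coding genes, 90.4% ± 0.504 (SD, n = 2 libraries) were sense. RPL28, a protein of the large ribosomal subunit encoded on the plus strand of chromosome VII from 310967 to 311927, held 818 sense and 7 antisense reads in total RNAPII 1, and 808 and 3 in total RNAPII 2. ILV5, an enzyme of branched-chain amino acid synthesis encoded on the minus strand of chromosome XII from 838066 to 839253, held 1195 sense and 16 antisense reads, and 1067 and 4. ACT1, the actin gene on the minus strand of chromosome VI from 53260 to 54696, held 404 sense and 11 antisense reads, and 351 and 5.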

Dataset EV1D shows the *PHO84* gene, which has a well‐characterized, functionally important antisense transcript (Camblong *et al*, 2007). Sense transcription and antisense transcription are clearly resolved in the CRAC data, but would be conflated in ChIP analyses.

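PHO84 encodes the high-affinity phosphate transporter and lies on the minus strand of chromosome XIII from 24037 to 25800. Total RNAPII 1 held 20 sense and 39 antisense reads over it, and total RNAPII 2 held 95 and 47. In RPM, the sense strand held 24.9 and 141 and the antisense strand 48.6 and 69.6, so that the strand with more reads differed between the 2 libraries. With so few reads on either strand, the strands were not tested against each other.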

Pre‐mRNA splicing in yeast is very rapid and largely takes place on the nascent transcript (Moehle *et al*, 2014). To calculate relative abundances of spliced and unspliced reads, we mapped the reads to a database containing all known splice junctions in mRNA sequences. The proportion of spliced to unspliced reads was calculated as (2 × ExEx)/(ExI+IEx), where ExEx is the number of reads spanning exon–exon junctions, ExI is the number of reads spanning exon–intron junctions (5′ splice sites), and IEx is the number of reads spanning intron–exon junctions (3′ splice sites). Pre‐mRNAs (ExI+IEx reads) were strongly enriched relative to mature RNAs (ExEx reads), consistent with the recovery of *bona fide* RNAPII‐associated, nascent transcripts (Fig 1D).

We noted that the RNAPII distribution was frequently uneven along individual genes. It seemed possible that this reflected changes in RNAPII elongation rates in response to the presence of nucleosomes on the DNA template. The density of RNAPII crosslinking across all protein‐coding genes was therefore mapped with respect to nucleosome boundaries (Fig 1E). A striking pattern f RNAPII hit density was observed, with strong 150 nt periodicity. Nucleosome arrays are formed on most yeast genes (Jiang & Pugh, 2009; Weiner *et al*, 2010), and the distribution of RNAPII peaks matches the nucleosome spacing. The locations of nucleosomes on individual genes are shown in Dataset EV1.

These data would be consistent with the model that nucleosomes remain associated with the DNA during transcription, with RNAPII moving more slowly through the center of the nucleosome‐bound DNA region than the outside and spacers. Similar conclusions were drawn from the analysis of RNAPII pause sites determined by NET‐seq analysis (Churchman & Weissman, 2011).

The RNAPII signal dropped sharply in the 3′ untranslated regions (3′ UTRs) of protein‐coding genes. 

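Total RNAPII fell after the stop codon on genes of many kinds. Reads summed over 484 genes were 2.68 times as frequent in the 150 nt before the stop codon as in the 150 nt after it, a log2 ratio of 1.42 ± 0.17 (SD, n = 2 libraries). Of the glycolytic genes, 14 of 16 tested fell after the stop codon (14 adjusted over the list alone), among them PFK2, a subunit of phosphofructokinase, with a log2 ratio of 3.08 (standard error 0.75, adjusted p = 0.00276 from limma-voom), and CDC19, pyruvate kinase, with 2.52 (standard error 0.61). Of the ribosomal protein genes without an intron, 9 of 11 fell (9 adjusted over the list alone), with RPL5 at 2.65 (standard error 0.80). Genes of amino acid synthesis fell in 8 of 21 cases (8 adjusted over the list alone), with ARO4, the first step of aromatic amino acid synthesis, at 2.91 (standard error 0.71). IMP4, a protein of pre-rRNA processing, held 35 reads before and 3 after the stop codon in the 2 libraries together, and LCP5 held 17 and 0 (adjusted p = 3.97e-04). ILV5 had a log2 ratio of 0.63 and did not pass the test (standard error 0.47, adjusted p = 0.265). In all, 196 of the 484 genes with a mean of at least 10 reads per window fell after the stop codon and 4 rose at an adjusted p under 0.05. The 196 became 111 with windows of 100 nt, 15 of 21 genes with a mean of at least 50 reads, 82 in a fit of the libraries of the first alignment run, 36 without total RNAPII 1 and 88 without total RNAPII 2.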

The principal drop in RNAPII density was centered around the translation stop codon (Fig EV2), which in yeast is generally located approximately 50–100 nt upstream of the principal polyadenylation p(A) sites, indicated by the distribution of the poly(A)‐binding protein (Pab1) in Fig EV2.

**Figure EV2:**
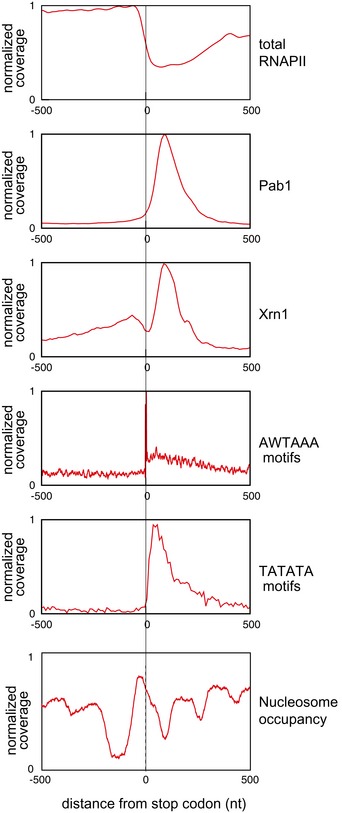
Distribution of RNAPII with respect to gene features RNAPII signals drop around the position of the translation termination codon. The graphs show the site of the termination codon as 0 plus 500 nt flanking regions. The density of crosslinking over all protein‐coding genes is shown for Rpo21 (total RNAPII), as well as the poly(A)‐binding protein Pab1 and the cytoplasmic degradation factor Xrn1 (data from Tuck & Tollervey, 2013). The frequency of polyadenylation signals, AWTAAA and TATATA, are also indicated. Nucleosome distribution: The curve shows the fraction of transcripts where a nucleosome matches the corresponding position.

Motif analysis upstream of the poly(A) showed strong enrichment for the canonical polyadenylation signal AWUAAA and the binding site for the polyadenylation factor Hrp1 (Nab4), AUAUAU (Fig EV2) (Tuck & Tollervey, 2013). Similar reduced RNAPII occupancy is visible in NET‐Seq data (see figures 2 and 6 in Nojima *et al*, 2015) and is consistent with the formation of a distinct Pol II elongation complex close to the termination site (see below and Mayer *et al*, 2010). Nucleosome analysis (Fig EV2) (Jiang & Pugh, 2009; Weiner *et al*, 2010) showed a peak of nucleosome occupancy immediately upstream of the stop codon, but the significance of this is unclear. In ChIP analyses, increased RNAPII density was observed at the 3′ ends of mRNAs. However, Fig 1C shows that antisense ncRNA transcripts are detected in the 3′ regions of many protein‐coding genes, which will contribute to RNAPII ChIP signals.

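Antisense reads of total RNAPII were more frequent at the 3′ than at the 5′ end of protein-coding genes in both libraries. Over 2427 genes with no annotated gene on the other strand within 300 nt, the last 200 nt of the coding sequence held 8822 antisense reads in total RNAPII 1 and 7577 in total RNAPII 2, and the first 200 nt held 4574 and 3381. This is a ratio of the last to the first 200 nt of 1.93 and 2.24. Sense reads over the same genes went the other way, with 21501 and 16491 reads in the last 200 nt and 54897 and 48921 in the first 200 nt. Both differences are larger than the spread between the 2 libraries, and no test was made across so few.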

### The 5′ region of protein‐coding genes shows high occupancy by RNAPII and surveillance factors

Analysis of the distribution of RNAPII across protein‐coding genes (Fig 1C) indicated systematically higher levels close to the TSS, as previously observed in NET‐seq analyses in yeast and human cells (Churchman & Weissman, 2011; Mayer *et al*, 2015; Nojima *et al*, 2015). Filtering the genes for transcripts longer than 500 nt in length confirmed that the RNAPII signal is indeed elevated close to the TSS (Fig 2A). 

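Total RNAPII was higher near the start codon than downstream on genes of several groups. Reads summed over 2298 intronless genes were 1.51 times as frequent from 50 nt upstream to 100 nt downstream of the start codon as from 350 to 500 nt downstream, a log2 ratio of 0.60 ± 0.05 (SD, n = 2 libraries). Of the genes of the phosphate regulon, 4 of 5 tested were higher near the start codon (4 adjusted over the list alone), with VTC3, of the vacuolar polyphosphate polymerase, at a log2 ratio of 2.64 (standard error 0.77, adjusted p = 0.00723 from limma-voom) and PHO84 at 2.17 (standard error 0.72, adjusted p = 0.0187). Of the genes of amino acid synthesis, 7 of 36 were higher (7 adjusted over the list alone), with HIS4 at 3.03 (standard error 0.60) and ILV5 at 0.84 (standard error 0.24, adjusted p = 0.00704). Of the ribosome biogenesis genes, 7 of 28 were higher and 1 was lower (10 and 2 adjusted over the list alone), with PWP2, of the U3 snoRNP, at 2.36 (standard error 0.48), while LCP5 had 1.86 (standard error 0.61, adjusted p = 0.0158). Both NRD1, a subunit of the NNS termination complex, and HRP1, of the cleavage factor, belong to 6 tested mRNAs known for NNS attenuation, of which 2 were higher (3 and 1 lower adjusted over the list alone), at 2.55 (standard error 0.45) and 1.91 (standard error 0.53). The largest ratios among genes with a mean of at least 50 reads were those of DAT1, a protein that binds oligo(dA) tracts, at 3.28 (standard error 0.52), SUI3, the beta subunit of translation initiation factor eIF2, at 3.03 (standard error 0.48), and BAP2, an amino acid permease, at 2.86 (standard error 0.35). Glycolytic genes were higher in 3 of 18 cases and lower in 1 (3 and 1 adjusted over the list alone), ribosomal protein genes without an intron in 3 of 11 (3 adjusted over the list alone), and plasma membrane and cell wall genes in 2 of 11 (2 adjusted over the list alone). Of the chaperones, 4 of 15 were lower near the start codon and 1 was higher (4 and 1 adjusted over the list alone), with SSC1, the mitochondrial Hsp70, at -1.18 (standard error 0.32), and UTH1 had a ratio of -2.30 (standard error 0.49). In all, 500 genes were higher near the start codon and 48 were lower at an adjusted p under 0.05. The 500 became 209 with limma-trend, 264 in a fit of the libraries of the first alignment run, 18 of 79 genes with a mean of at least 50 reads, 33 without total RNAPII 1, 124 without total RNAPII 2 and 319 without Tyr1P 2.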

Previous analyses showed that the RNA‐binding proteins Hrp1 and Nab2 have dual functions in promoting mRNA 3′ end formation and transcription termination, and destabilizing CUT ncRNAs (Tuck & Tollervey, 2013). Notably, the distribution of Hrp1 and Nab2, as well as the nuclear surveillance factor Mtr4, was heavily skewed toward the TSS (Fig 2), suggesting the possibility that many protein‐coding genes generate short, truncated ncRNAs in addition to the full‐length mRNA. CUTs and other rapidly degraded nuclear RNAs are stabilized by loss of the exosome nuclease complex, or its cofactors the TRAMP polyadenylation complex and the NNS transcription termination/surveillance complex. 

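CRAC libraries of the exosome nucleases Rrp44 and Rrp6 and of Air2 were deposited as 2 replicates each, and of Trf4 as 1, while Nab3 was not analysed here. The replicates hold 409280 reads together for Rrp44, 277447 for Rrp6 and 833985 for Air2, with duplicates already removed by the authors. For none of these libraries do the file headers name the alignment run of total RNAPII. They hold from 80 (Rrp6 1 and Air2 1) to 112 (Trf4) different barcodes, against 64 in total RNAPII. A difference in processing from total RNAPII can therefore not be told apart from a difference of the factor. The 5′ and downstream windows around the start codon were compared in 1 fit of these libraries without Trf4 and of the 2 total RNAPII libraries, with a term for each library, and the comparison tested is the ratio of each factor minus that of total RNAPII. Only 287 genes had a mean of at least 10 reads per window. As measured by reads per library, rRNA held 40.9% ± 4.89 (SD, n = 2) of the Rrp44 reads, 31.1% ± 6.04 of the Rrp6 reads and 14.9% ± 1.01 of the Air2 reads, and coding sequences of mRNAs held 29.6% ± 0.682, 19.4% ± 2.77 and 17.4% ± 1.21, against 64.5% ± 1.35 in total RNAPII. With 1 library of Trf4, its spread is not known and its values were not tested.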

To assess whether binding of the nuclear surveillance system is generally enriched close to the TSS, we compared the distribution of the catalytic components of the nuclear exosome, Rrp6 and Rrp44, as well as its major nuclear cofactors, the TRAMP complex components Trf4 and Air2 (this work), and the NNS transcription termination complex component Nab3 (Holmes *et al*, 2015). Strikingly each of these major nuclear RNA surveillance factors showed a strong 5′ bias in pre‐mRNA association, with peak binding within ~150 nt from the TSS (Fig 2B–F). 

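Relative to total RNAPII, reads of Air2, the RNA-binding subunit of TRAMP, were higher near the start codon than downstream on 86 of 287 tested genes and lower on none (129 and 3 at an unadjusted p under 0.05). Summed over the genes, the log2 ratio of Air2 was 2.47 above that of total RNAPII, from 2.39 to 2.56 in the 2 libraries. Of the mRNAs known for NNS attenuation, 5 of 6 were higher in Air2 (5 adjusted over the list alone), among them ADE12, of AMP synthesis, with 189 reads near the start codon and 2 downstream in Air2 against 50 and 69 in total RNAPII (adjusted p = 0.00187 from limma-voom), and URA8, a CTP synthase, with 263 and 3 against 43 and 16. Glycolytic genes were higher in 7 of 14 cases (12 adjusted over the list alone), with GPM1, phosphoglycerate mutase, at a log2 difference of 2.88 (standard error 0.95), and chaperone genes in 5 of 12 (6 adjusted over the list alone), with STI1, a co-chaperone of Hsp90, at 34 and 1 reads against 61 and 45. Of the genes of amino acid synthesis, 3 of 15 were higher (3 adjusted over the list alone), with ILV3 at 3.29 (standard error 1.15), and RPP0, the stalk protein of the large ribosomal subunit, had 2.74 (standard error 0.99). In Rrp6, 11 genes were higher and none was lower (70 and 5 at an unadjusted p under 0.05), and the summed ratio was 1.98 above that of total RNAPII, from 1.86 to 2.10. They include RPP0, with 93 reads near the start codon and 0 downstream in Rrp6 against 276 and 192 in total RNAPII (adjusted p = 0.00343), and 2 of 14 glycolytic genes (4 adjusted over the list alone), TPI1 with 43 and 0 against 157 and 119, and GPM1 with 25 and 0 against 306 and 190. For Rrp44, 0 genes passed limma-voom (34 higher and 5 lower at an unadjusted p under 0.05, and 0 by limma-trend), with a summed ratio 0.66 above that of total RNAPII, from 0.65 to 0.66. ILV5 passed in none, with 1.10 for Rrp44, 3.30 for Rrp6 and 1.30 for Air2. Trf4 had a summed ratio 1.45 above that of total RNAPII, in 1 library. The 86 became 49 with windows of 100 nt, 1 of 16 genes with a mean of at least 50 reads, 17 of 187 genes of at least 1200 nt, 10 with limma-trend, 1 without total RNAPII 1, 0 without total RNAPII 2, Air2 1 or Air2 2, 54 without Rrp44 2, 150 without Rrp6 1 and 157 without Rrp6 2. The 11 became 5 by the read 5′ end, 2 in genes of at least 1200 nt, 4 with limma-trend, 20 in genes with under 10% repeated sequence, 0 without total RNAPII 1, total RNAPII 2 or Air2 2, and 3 without Air2 1. Over all 4170 genes of the windows, without the filter on reads, the log2 ratio was 2.56 and 2.45 in Air2, 2.01 and 2.10 in Rrp6, 1.11 and 1.17 in Rrp44 and 1.80 in Trf4, against 0.64 and 0.57 in total RNAPII, which are smaller differences for all 4 than over the 287 genes. From these profiles, the paper concludes that nuclear surveillance factors are bound with a strong 5′ bias on pre-mRNAs.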

The major RNA export factor Mex67 binds newly synthesized nuclear pre‐mRNAs but is dissociated immediately following nuclear export (Segref *et al*, 1997; Lund & Guthrie, 2005), and is depleted from ncRNAs relative to mRNAs (Tuck & Tollervey, 2013). The distribution of Mex67 was strikingly different from the surveillance factors, showing strong depletion close to the TSS (Fig 2G) (Tuck & Tollervey, 2013). These observations are consistent with a substantial degree of transcription termination in the promoter‐proximal region of protein‐coding genes and, indeed, the 3′ ends of these RNAs can be observed in published RNAseq data (Fig 2H) (Neil *et al*, 2009).

**Figure 2:**
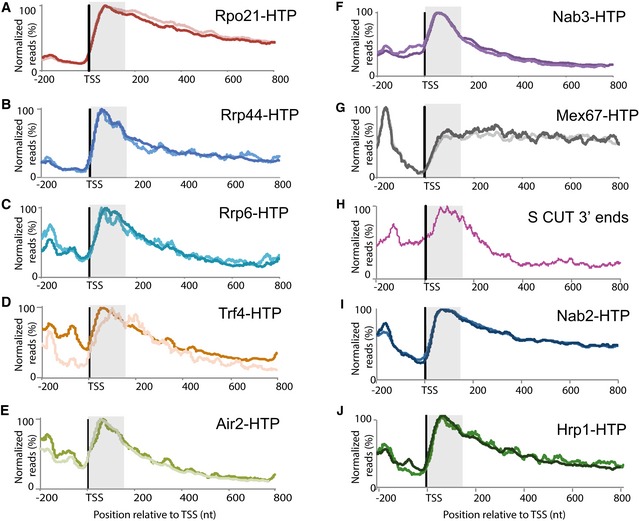
Binding by RNA surveillance and degradation factors is strongly enriched close to the TSS on protein‐coding genes A–JEach panel shows the hit density, normalized to the maximal binding value across all mRNA genes longer than 500 nt inside each individual experiment. The two lines in each panel represent results from independent CRAC experiments. The TSS‐proximal 150 nt region is shaded. (A) Rpo21 (RNAPII); (B) Rrp44; (C) Rrp6; (D) Trf4; (E) Air2; (F) Nab3; (G) Mex67; (H) Distribution of the 3′ ends of short, promoter‐proximal, sense‐orientated ncRNA transcripts (S CUTs); (I) Nab2; (J) Hrp1. Sequence data source: (A‐E) (this work), (F) (Holmes *et al*, 2015). (G, I, J) (Tuck & Tollervey, 2013), (H) (Neil *et al*, 2009).

### RNAPII shows distinct features close to the TSS and pA site

To examine transcriptome‐wide profiles of RNAPII phosphorylation, we included an additional immunoprecipitation step in the mCRAC procedure (Figs 1A and EV1), which allowed us to map the distribution of Tyr1P, Ser2P, Thr4P, Ser5P, or Ser7P phosphorylation in the CTD of RNAPII (Figs 3A and EV3). 

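Each phosphorylated form of RNAPII was deposited as 2 libraries, named by their replicate numbers, with 3849735 reads together in Tyr1P 1 and 2, 1433432 in Ser2P 2 and 3, 599320 in Thr4P 1 and 2, 632233 in Ser5P 1 and 4, and 2448574 in Ser7P 1 and 2. The values are positions of aligned reads in which the authors had already removed duplicates. Counts per transcript of the 10 libraries and of the 2 total RNAPII libraries were scaled by TMM and fitted together with limma-voom, which leaves 6 residual degrees of freedom, and each form was compared with total RNAPII. The file headers name 2 alignment runs, with total RNAPII 1 and 2, Ser2P 2, Thr4P 1 and 2, Ser5P 1 and Ser7P 2 in the first and Tyr1P 1 and 2, Ser2P 3, Ser5P 4 and Ser7P 1 in the second, so that both Tyr1P libraries lie in another run than total RNAPII. By class, coding sequences held 72.6% ± 1.32 (SD, n = 2) of the reads in Tyr1P, 76.9% ± 1.87 in Ser2P, 80.2% ± 0.817 in Thr4P, 59.3% ± 1.48 in Ser5P and 75.4% ± 2.32 in Ser7P. Transcripts of RNAPIII, mainly tRNAs, held 2.08% ± 1.23 in Tyr1P, 1.37% ± 0.344 in Ser2P, 1.74% ± 0.235 in Thr4P, 9.15% ± 0.114 in Ser5P and 2.71% ± 0.332 in Ser7P.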

To account for unequal Pol II distribution along the genome, phosphorylation enrichment was quantified as log2 (phosphorylated Pol II/total Pol II) (see Materials and Methods). Phosphorylation profiles were remarkably similar among mRNA genes and were independent of gene length (Figs 3A and B, and EV3). 

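Few of 5364 tested mRNAs passed the test for a change as a whole in a phosphorylated form relative to total RNAPII. Changes can be missed, since simulated changes of 2 fold in Ser5P were found in 31.3% of cases. With replicate numbers as a term, more transcripts passed in Thr4P and Ser7P. Against total RNAPII, 3 mRNAs were higher and 6 lower in Tyr1P, 5 and 9 in Ser2P, 60 and 27 in Thr4P, 8 and 2 in Ser5P, and 0 and 1 in Ser7P (394 and 368 at an unadjusted p under 0.05, and 0 by limma-trend) at a p under 0.05 adjusted over 5750 transcripts with limma-voom. In Thr4P, 11 of 89 ribosomal protein genes with an intron fell (29 adjusted over the list alone), with RPS14B at a log2 fold change of -1.52 (standard error 0.21, adjusted p = 0.00225), RPS22A at -1.19 (standard error 0.27, adjusted p = 0.0305) and RPL28 at -0.65 (standard error 0.17, adjusted p = 0.0486). Of the other genes with an intron, 9 of 165 rose and 4 fell in Thr4P (12 and 8 adjusted over the list alone), among them ERV1, a mitochondrial sulfhydryl oxidase, at -2.53 (standard error 0.58). ORC1, of the origin recognition complex, rose in Thr4P by 1.40 (standard error 0.25, adjusted p = 0.0121), PFK2 by 0.79 (standard error 0.17), and CMD1, calmodulin, fell by 1.43 (standard error 0.37). In Ser5P, VMA10, a subunit of the vacuolar ATPase, rose by 1.03 (standard error 0.22), RPS15 by 0.81 (standard error 0.20) and EFB1, a translation elongation factor, by 0.67 (standard error 0.16), while GNP1, a glutamine permease, fell by 0.71 (standard error 0.18). DBP3, an RNA helicase of ribosome biogenesis, rose in Ser2P by 0.82 (standard error 0.20) and MFA2, a precursor of the a-factor, fell by 1.13 (standard error 0.32); in Tyr1P, DMA1, a ubiquitin ligase, rose by 0.90 (standard error 0.21) and LSM2, of the U6 snRNP, fell by 1.00 (standard error 0.28). The 60 higher in Thr4P became 17 without total RNAPII 1, 16 without total RNAPII 2, 6 without Thr4P 1, 94 without Thr4P 2, 119 without Tyr1P 1 and 114 without Tyr1P 2, and the 27 lower became 103 with limma-trend and 2 without Thr4P 1. In Ser7P, the 0 higher and 1 lower became 23 and 37 with only the 2 groups compared, 6 and 14 with the alignment run as a term, 21 and 45 in genes with under 10% repeated sequence, 22 and 45 without Tyr1P 1, and 11 and 35 without Tyr1P 2. The 6 lower in Tyr1P became 60 without Tyr1P 1 and 0 without Tyr1P 2, the 9 lower in Ser2P became 0 without Ser2P 2, and the 8 higher in Ser5P became 17 without Tyr1P 1, 1 with either library of Ser5P left out and 0 without total RNAPII 2. By coding length, the median log2 fold change of Thr4P went from -0.51 in 626 genes of up to 500 nt through -0.10, 0.12 and 0.27 to 0.32 in 523 genes over 3000 nt, and that of Ser7P from -0.41 through -0.15, 0.08 and 0.21 to 0.19. The medians of Tyr1P lay between -0.11 and 0.09, those of Ser2P between -0.14 and 0.07 and those of Ser5P between -0.10 and 0.12. The ratio of the 5′ to the downstream window relative to total RNAPII had means of length classes from -1.72 to -1.41 for Thr4P, from -0.97 to -0.68 for Ser2P, from -0.95 to -0.89 for Ser7P, from -0.48 to -0.37 for Tyr1P and from 0.36 to 0.39 for Ser5P. Fold changes across genes are no independent replicates, and the classes were not tested. The paper states that the profiles were independent of gene length.

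**Figure D1:**
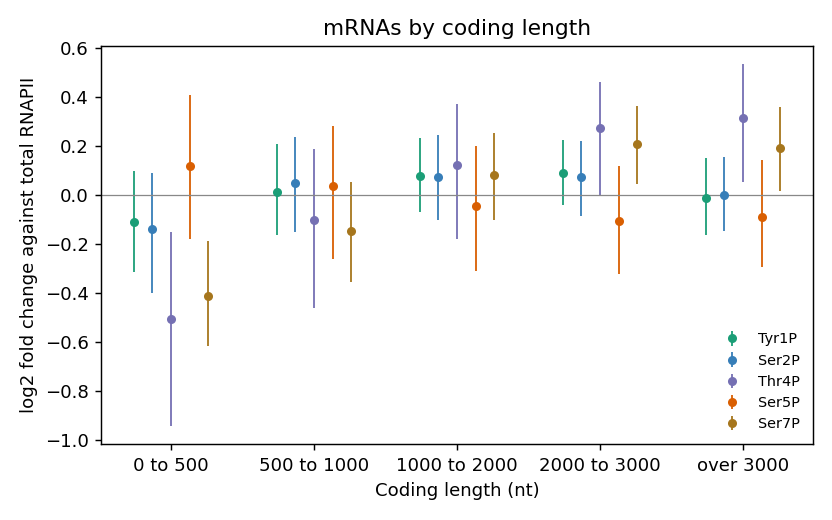
Median log2 fold change against total RNAPII of mRNAs in 5 classes of coding length, in nt, for each phosphorylated form. Points are medians across genes and bars run from the lower to the upper quartile; the medians of Thr4P and Ser7P lie below 0 in the 2 shortest classes and above 0 in the others.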

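Across 82753 bins of 100 nt in coding sequences, the log2 enrichments over total RNAPII of all 10 pairs of forms had a positive Pearson's r. It was 0.57 for Tyr1P with Ser7P, 0.53 for Tyr1P with Ser2P, for Ser2P with Ser7P and for Thr4P with Ser7P, 0.41 for Ser2P with Thr4P and 0.40 for Tyr1P with Thr4P. For Ser5P, it was 0.31 with Tyr1P, 0.28 with Ser2P and with Ser7P, and 0.21 with Thr4P. Spearman's rho lay between 0.38 and 0.55 for the pairs without Ser5P and between 0.20 and 0.30 for those with it. Every form is divided by the same 2 total RNAPII libraries, which alone gives a correlation. Simulated forms that did not differ from total RNAPII had an r of 0.50 for Tyr1P with Ser2P, 0.55 for Tyr1P with Ser7P, 0.42 for Thr4P with Ser7P and 0.31 for Thr4P with Ser5P, and the observed r of the pairs with Ser5P was below the simulated one. Simulated and observed r were alike at 0.40 for Tyr1P with Thr4P and at 0.53 for Ser2P with Ser7P. The covariance, to which shared libraries add the same amount with or without a difference, was above its simulated value for all 10 pairs, by 0.102 for Thr4P with Ser7P, and for Ser5P by 0.0111 with Tyr1P, 0.00804 with Ser2P, 0.0197 with Thr4P and 0.0100 with Ser7P. When the 2 forms of a pair were divided by different total RNAPII libraries, r fell to 0.0673 for Tyr1P with Ser2P and to 0.216 for Thr4P with Ser7P, and Ser5P had -0.0270 with Tyr1P, -0.0333 with Ser2P, 9.05e-04 with Thr4P and -0.0284 with Ser7P. The covariances of Ser5P were then -0.00837 with Tyr1P, -0.0110 with Ser2P, 4.1e-04 with Thr4P and -0.00932 with Ser7P. Their excess over the simulation is thus no sign that Ser5P rose with the other forms. The simulated values of all pairs may be too low. Between the 2 libraries of a form, r of the enrichments was 0.0732 for Tyr1P, 0.0831 for Ser2P, 0.150 for Thr4P, 0.0337 for Ser5P and 0.208 for Ser7P. Bins are not independent replicates and no p is given.

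**Figure D2:**
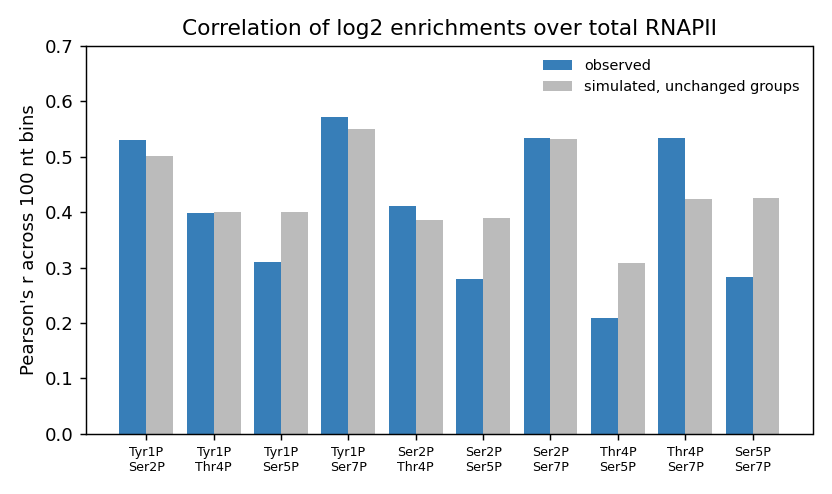
Pearson's r across bins of 100 nt between the log2 enrichments of 2 forms over total RNAPII, for each of 10 pairs. Observed values stand beside the mean of 20 simulations of forms that do not differ from total RNAPII. In r, the pairs with Ser5P lie below their simulated values. Their covariances lie above, which is no sign that Ser5P rose with the other forms.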

Genome‐wide locations of Tyr1P, Ser2P, Thr4P, and Ser7P enrichment were strongly correlated with each other and anticorrelated with Ser5P. Ser5P was enriched near mRNA 5′ ends, as expected, but sharply declined further 3′. In contrast, Tyr1p, Ser2P, Thr4P, and Ser7P were all strongly depleted near the 5′ end. 

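In Ser5P, reads near the start codon were more frequent relative to downstream than in total RNAPII. The log2 ratio summed over 2298 genes was 0.98 ± 0.14 (SD, n = 2 libraries), which is 0.38 above that of total RNAPII, from 0.28 to 0.48 in the 2 libraries. Estimates were above 0 for 15 of 18 glycolytic genes and for 15 of 15 chaperone genes, none of which passed the test on its own. LCP5 had 0.86 (standard error 1.00, adjusted p = 0.842 from limma-voom), ILV5 0.54 (standard error 0.39, adjusted p = 0.757) and PHO84 -0.64 (standard error 0.98, adjusted p = 0.899). In all, 1 gene was higher and 0 were lower in Ser5P (181 and 25 at an unadjusted p under 0.05, and 0 and 0 by limma-trend), and adjusted over the list alone 1 of the ribosomal protein genes without an intron and 1 of the ribosome biogenesis genes was higher. At this depth, a gene must differ by a large factor to pass, since simulated changes of 4 fold were found in 31.3% of cases. The call of 1 gene was lost without total RNAPII 1 and in the libraries of the first alignment run.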

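Thr4P was depleted near the start codon relative to total RNAPII on genes of several groups. Of the ribosomal protein genes without an intron, 9 of 11 fell (10 adjusted over the list alone), with RPS3 at a log2 difference of -1.88 (standard error 0.56). Glycolytic genes fell in 10 of 18 cases (12 adjusted over the list alone), with CDC19 at -2.75 (standard error 0.61, adjusted p = 8.2e-04 from limma-voom). Genes of amino acid synthesis fell in 15 of 36 cases (20 adjusted over the list alone), with BAT1, a branched-chain aminotransferase, at -3.65 (standard error 0.84), and chaperone genes in 8 of 15 (9 adjusted over the list alone), with SSC1 at -2.55 (standard error 0.77) and KAR2, the Hsp70 of the endoplasmic reticulum, at 0 reads near the start codon and 61 downstream against 58 and 95 in total RNAPII. Ribosome biogenesis genes fell in 11 of 28 cases (12 adjusted over the list alone), with the RNA helicase DRS1 at -3.71 (standard error 1.07), and plasma membrane and cell wall genes in 7 of 11 (8 adjusted over the list alone), with the cell wall protein HSP150 at -2.18 (standard error 0.63). GLN1, glutamine synthetase, had -3.32 (standard error 0.80), LCP5 -2.86 (standard error 0.95, adjusted p = 0.0189), and PHO84 held 1 and 7 reads against 36 and 7 in total RNAPII (adjusted p = 0.0116). PHO84 was the only 1 of 5 genes of the phosphate regulon that fell (1 adjusted over the list alone), and 2 of 6 mRNAs known for NNS attenuation fell (2 adjusted over the list alone). In Ser2P, 36 genes fell, among them PGK1, phosphoglycerate kinase, at -2.17 (standard error 0.48, adjusted p = 0.0147), KAR2 at -2.50 (standard error 0.63), and CIT2, a citrate synthase, at -1.86 (standard error 0.44), with 3 of 18 glycolytic genes (9 adjusted over the list alone) and 2 of 11 ribosomal protein genes without an intron (9 adjusted over the list alone). In Ser7P, 3 genes fell, among them SUI3 at -2.59 (standard error 0.56, adjusted p = 0.0131), while estimates for 28 of 28 ribosome biogenesis genes lay below 0 and 7 glycolytic genes fell adjusted over the list alone. In Tyr1P, 0 genes passed limma-voom (9 higher and 173 lower at an unadjusted p under 0.05, and 0 by limma-trend), with 4 glycolytic genes lower adjusted over the list alone. Summed over genes, the log2 ratio lay below that of total RNAPII by -0.45 (from -0.47 to -0.43) in Tyr1P, -0.91 (from -1.12 to -0.69) in Ser2P, -1.63 (from -1.69 to -1.56) in Thr4P and -0.93 (from -1.13 to -0.73) in Ser7P, with n = 2 libraries each. In all, 602 of 2298 genes fell in Thr4P and 0 rose, which became 229 with windows of 100 nt, 63 of 79 genes with a mean of at least 50 reads, 401 in genes of at least 1200 nt, 320 in the libraries of the first alignment run, 246 without total RNAPII 1, 368 without total RNAPII 2 and 194 without Thr4P 1. The calls in Ser2P were lost with windows of 100 nt, with limma-trend, in the first run, and without total RNAPII 1 or Ser2P 2, and those in Ser7P by the read 3′ end, with windows of 100 nt, in genes of at least 1200 nt, with limma-trend, in the first run, and without total RNAPII 1, Ser7P 1 or Ser7P 2.

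**Figure D3:**
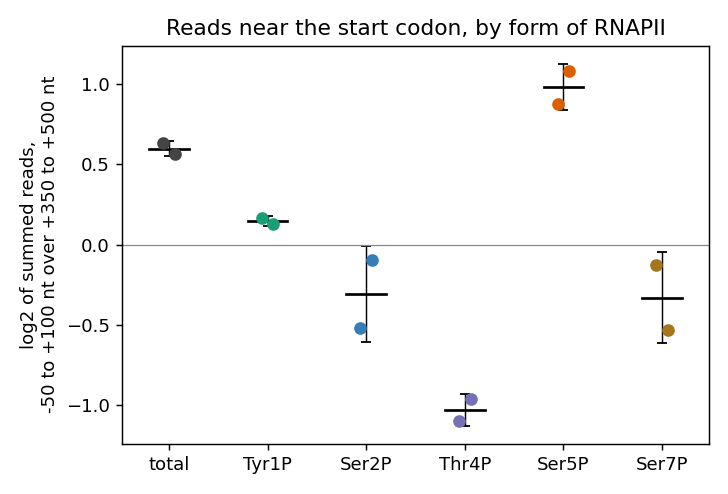
Log2 ratio of reads summed over 2298 genes near the start codon to those downstream, for each library of total RNAPII and of each form. Points are libraries, long bars means and error bars SD of 2 libraries; the mean lies at 0.98 in Ser5P, 0.60 in total RNAPII, 0.15 in Tyr1P, -0.31 in Ser2P, -1.03 in Thr4P and -0.33 in Ser7P.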

Tyr1P and Ser2P were depleted in a narrow window of 0–150 nt downstream from the TSS, whereas Thr4P and Ser7P were depleted in a relatively broader area (0–300 nt from TSS), suggesting that these CTD phosphorylations might be placed in an ordered fashion during transcription.

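Over 2850 genes of at least 1200 nt, the distance from the start codon was found at which a change was complete by 50%. The change ran from the extreme in the first 150 nt after the start codon to the level at 700 to 1000 nt. The distance was shortest in Ser2P and longest in Ser7P. It was 72.9 ± 25.3 nt (SD, n = 2 libraries) in Ser2P, 90.2 ± 1.72 nt in Tyr1P, 95.1 ± 37.5 nt in Ser5P, 132 ± 7.28 nt in Thr4P and 223 ± 13.1 nt in Ser7P. At 80% of the change, it was 123 ± 70.0 nt in Ser2P, 189 ± 6.41 nt in Tyr1P, 205 ± 162 nt in Ser5P, 289.9 ± 39.1 nt in Thr4P and 434 ± 3.78 nt in Ser7P. The depletion of Ser7P and Thr4P thus reached further than that of Tyr1P by more than the spread between libraries, whereas the place of Ser2P is less certain since its 2 libraries differ by more. Part of the change lay before the start codon and was not counted. Ser2P had -0.94 in the last 50 nt before it and -0.52 in the first 50 nt after it. Tyr1P had -0.54 from 100 to 50 nt before it and -0.22 in the first 50 nt after it. The order of Ser2P and Tyr1P may depend on this choice. These distances are counted from the start codon and are shorter than distances from the TSS by the length of the 5′ UTR. From a narrower depletion of Tyr1P and Ser2P than of Thr4P and Ser7P after the TSS, the paper proposes that these phosphorylations might be placed in an order.

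**Figure D4:**
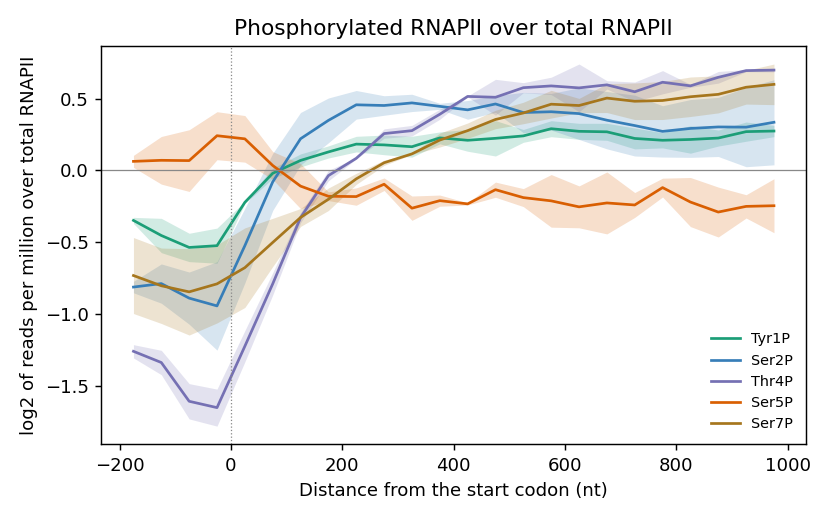
Log2 of RPM of each phosphorylated form over total RNAPII by distance from the start codon, in nt, in bins of 50 nt summed over 2850 genes. Lines are means and bands SD of 2 libraries; Tyr1P crosses 0 near 100 nt, and Ser5P falls from 0.24 ± 0.17 just upstream of the start codon to -0.18 ± 0.03 at 150 to 200 nt.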

**Figure 3:**
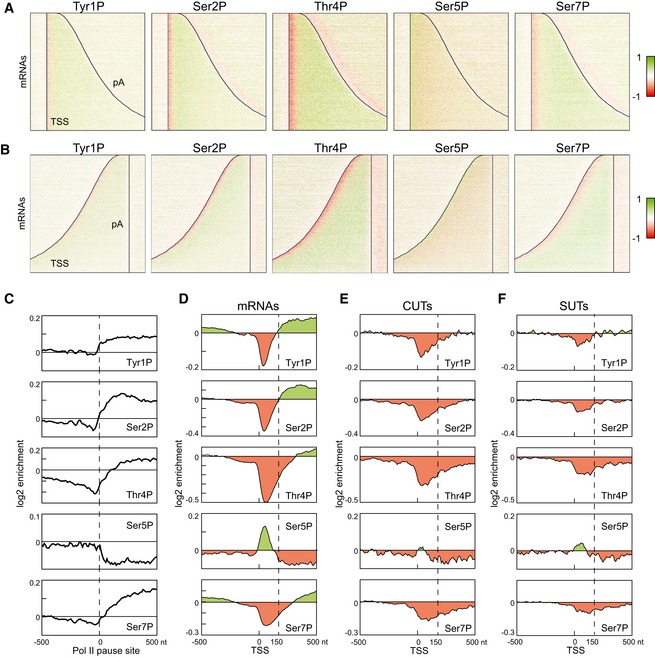
Profiles of RNAPII phosphorylation on mRNA and ncRNA genes can be generated using mCRAC Distribution of RNAPII phosphorylation across protein‐coding genes aligned at the TSS, as in Fig 1C as determined by mCRAC analyses on Rpo21‐HTP. Red color indicates depletion, and green color indicates enrichment of phosphorylation relative to total RNAPII.As panel (A) but with genes aligned at the polyadenylation site.Metagene analysis of RNAPII phosphorylation enrichment relative to the 5,000 strongest RNAPII pause sites in mRNA genes, identified by NET‐Seq (Churchman & Weissman, 2011).Metagene analysis of RNAPII phosphorylation enrichment relative to transcription start sites, calculated for all mRNA genes. The TSS‐proximal 150 nt region, where Ser5P is enriched and Ser2P and Tyr1P are depleted, is indicated with a dashed line.Metagene analysis of RNAPII phosphorylation on CUTs as for (D).Metagene analysis of RNAPII phosphorylation on SUTs as for (D).

**Figure EV3:**
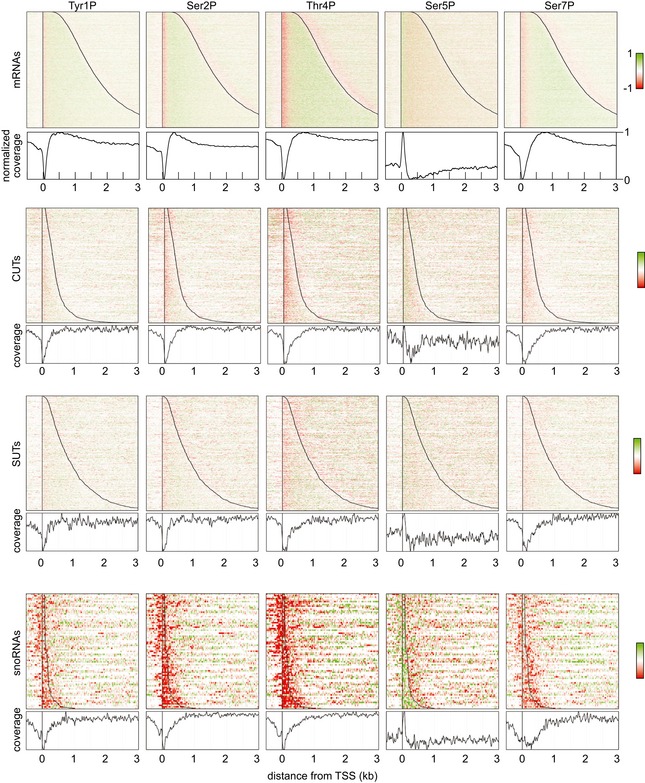
Distribution of RNAPII phosphorylation across mRNAs and non‐coding RNA genes Distribution of RNAPII phosphorylation as in Fig 3A, across all protein‐coding genes, compared to the SUT, CUT, and snoRNA classes of ncRNA. Red color indicates depletion, and green color indicates enrichment of phosphorylation relative to total RNAPII. The graph below each panel shows a metagene analysis of RNAPII phosphorylation enrichment for all genes in each class.

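In the 150 nt after the stop codon, all 5 phosphorylated forms had fewer reads relative to total RNAPII than in the gene body. Over 4166 genes, Ser5P did not stay low further on. Its log2 over total RNAPII was -0.12 from 200 to 250 nt and 0.09 from 250 to 300 nt after the stop codon. From 500 to 450 nt before it, the value was -0.23. These genes were chosen to have no other gene of the same strand within 200 nt after the stop codon. Beyond 200 nt, reads of a next gene can therefore enter, and the rise cannot be ascribed to the gene itself. The log2 ratio of the 150 nt after the stop codon to the 150 nt from 500 to 350 nt before it, summed over 585 genes, lay below that of total RNAPII by -0.45 in Tyr1P (from -0.58 to -0.31, n = 2 libraries), -0.78 in Ser2P (from -0.87 to -0.68), -0.91 in Thr4P (from -0.96 to -0.85), -0.33 in Ser5P (from -0.35 to -0.32) and -0.40 in Ser7P (from -0.41 to -0.38). Within the last 100 nt before the stop codon, a window planned as an alternative, the difference turned to 0.10 in Tyr1P, 0.19 in Thr4P and 0.18 in Ser7P, and was -0.09 in Ser2P and -0.0041 in Ser5P. TDH2, a glyceraldehyde-3-phosphate dehydrogenase that shares 55% of its sequence with other genes, fell after the stop codon in Thr4P, where it held 2 reads after the stop codon and 77 upstream against 58 and 129 in total RNAPII (adjusted p = 0.0185 from limma-voom), although with the last 100 nt before the stop codon its difference turned to 0.30. ILV5 did not pass the test in any form, with -0.40 in Tyr1P, -0.37 in Ser2P, -0.57 in Thr4P, -0.52 in Ser5P and -0.19 in Ser7P. In all, 2 of 585 genes fell and 0 rose in Thr4P (90 and 9 at an unadjusted p under 0.05, and 3 and 0 by limma-trend). The other forms had 0 genes that passed either tool (17 lower and 6 higher at an unadjusted p under 0.05 in Tyr1P, 49 and 3 in Ser2P, 26 and 30 in Ser5P, and 31 and 10 in Ser7P). The 2 calls in Thr4P were lost by the read 3′ end, in the libraries of the first alignment run, and without total RNAPII 1, total RNAPII 2, Thr4P 1 or Ser7P 1, and became 11 in genes with a mean of at least 50 reads and 16 without Thr4P 2.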

Alignment of the RNAPII modification profiles by the pA sites gave a different result, with strong depletion of all modification immediately upstream of the pA site (Fig 3B). Dephosphorylation of Tyr1 by Glc7 was previously shown to be important for mRNA 3′ end formation (Schreieck *et al*, 2014), but these findings indicate that other residues are also dephosphorylated in this region. We speculate that this is related to the reduced occupancy observed for total RNAPII in this region in CRAC and NETseq analyses (Fig EV2; Churchman & Weissman, 2011; Mayer *et al*, 2015; Nojima *et al*, 2015).

Sites of interaction of the transcribing polymerase with the nascent transcript were previously mapped by sequencing of protected fragments (NET‐seq) in yeast (Churchman & Weissman, 2011) and human cells (Nojima *et al*, 2015). The major NET‐seq products in yeast were reported to represent sites of RNAPII transcription pausing. To assess the relationship between RNAPII modification patterns and transcriptional pausing, we aligned the strongest reported pause sites over all protein‐coding genes with enrichment for the different RNAPII modifications. Notably higher levels of Ser5 phosphorylation were seen immediately 5′ to the pause site compared to the 3′ flanking region. In contrast, maxima for Tyr1, Ser2, Thr4, and Ser7 phosphorylation were located 3′ to the pause sites (Fig 3C).

In analyzing the distribution of the different modified forms of RNAPII, we expressed the relative abundance at each position as a fraction of the total RNAPII signal. This is important because the absolute amount of RNAPII varies strongly across the genes. Without this normalization, the 5′ enrichment of RNAPII signal skews the apparent distribution of the modifications. Notably, the Ser7P depletion near the 5′ end of mRNAs we observed is not in agreement with prior observations of 5′ proximal enrichment of Ser7P (Mayer *et al*, 2010); however, in this analysis Ser7P enrichment was calculated relative to input DNA, whereas we calculated enrichment relative to the total RNAPII signal. In another study (Kim *et al*, 2010), where enrichment was calculated relative to total RNAPII, the authors noted that CTD Ser7P differs from Ser5P with the Ser5 5′peak relatively constant, whereas the profiles of Ser7P were variable over different genes consistent with our data.

A comparison of the unstable CUT class of lncRNAs with mRNAs revealed systematic differences in their RNAPII phosphorylation profiles. Both classes of transcripts had similar patterns of phosphorylation near their 5′ ends, but CUTs lacked the enrichment of Ser2P, Thr4P, and Ser7P seen in the middle, and toward the 3′ end, of most mRNAs (Figs 3D–F and EV4). As a result, CUTs show a global depletion of Ser2P, Ser7P, and most significantly, Thr4P. Analysis of the initial 500 nt of mRNAs, CUTs, and SUTs that are greater than 500 nt in length (Fig EV4B) confirmed that depletion of the phosphorylation states associated with productive elongation is not due to the shorter length of CUTs. The more stable SUT class of ncRNA showed an intermediate pattern of modification (Fig 3F). Statistical analyses (Fig EV4) confirmed that differences in modification patterns between mRNAs, CUTs, and SUTs are significant (Wilcoxon test with Bonferroni correction, *P* < 0.01 indicated by lines above the boxes on the boxplot) when compared over the entire transcripts (Fig EV4A) or over the first 500 nt of transcripts greater than 500 nt in length (Fig EV4B). 

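Over 6002 mRNAs, the mean log2 of RPM over total RNAPII, with 1 added to both, was 0.14 ± 0.38 (SD across genes) for Tyr1P, 0.19 ± 0.42 for Ser2P, 0.10 ± 0.69 for Thr4P, -0.22 ± 0.54 for Ser5P and 0.12 ± 0.43 for Ser7P, with the 2 libraries of each form averaged. The paper's reported values are 0.11, 0.13, 0.03, -0.20 and 0.08. Over the first 500 nt of the coding sequence, the means were 0.08 for Tyr1P, 0.19 for Ser2P, -0.18 for Thr4P, -0.21 for Ser5P and -0.13 for Ser7P, beside the paper's reported values of -0.02, 0.01, -0.51, -0.12 and -0.31. Those are for the first 500 nt of longer transcripts, counted from the TSS, and so for another region and another set of genes. CUTs and SUTs have no annotation in the reference and no values are given for them.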

Details of the analysis are listed in Table EV1.

**Figure EV4:**
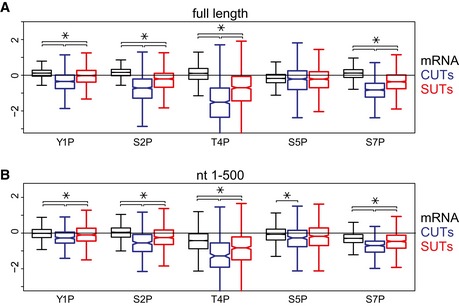
Comparison of distributions of phosphorylation enrichment between different transcript classes Distributions of phosphorylation enrichment on individual mRNAs, CUTs, and SUTs. The boxes show the median and interquartile range of phosphorylation enrichment scores for mRNAs (*N* = 5,171), CUTs (*N* = 925), and SUTs (*N* = 847).Distributions of phosphorylation enrichment in the first 500 nt of mRNAs, CUTs, and SUTs. Only genes with length greater than 500 nt were analyzed. The boxes show the median and interquartile range of phosphorylation enrichment scores for mRNAs (*N* = 5,040), CUTs (*N* = 294), and SUTs (*N* = 563).Data information: The whiskers indicate 1.5 times the interquartile range, and the asterisks indicate statistical significance (*P* < 0.01, Wilcoxon test with Bonferroni correction, *N* = 30).

### Generation of a hidden Markov model for RNAPII phosphorylation states

The mCRAC analyses generated high‐resolution data for five different RNAPII modifications across thousands of transcription units from several different classes of RNA. To facilitate the extraction of biological insights from these complex data, we developed an eight‐state, strand‐specific hidden Markov model (HMM) that integrates the information from all RNAPII phosphorylation datasets. 

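The model was fitted again on 1207118 bins of 20 nt from both strands, with the log2 of each phosphorylated form over total RNAPII after 5 RPM were added to both and replicates were averaged. The fit used hmmlearn with full covariances and with 0.01 added to the diagonal of each covariance matrix after every step, and it ended after 21 iterations at a relative change in likelihood under 1e-04. Genome-wide, the states were named by a rule fixed before the files were read. They are called I1-like, I2-like and so on for the state of the paper that the rule looks for. A name does not show that a state has the other traits of the paper's state. The I1-like state covered 3.67% of the bins, the I2-like 4.86%, the EE-like 7.45%, the E1-like 6.18%, the E2-like 6.04%, the E3-like 30.0%, the L-like 11.6% and the N-like 30.2%. The E3-like and N-like states had nearly the same means in all 5 forms. With another random start, the same state was given to 41.7% of the bins. The states of each start were named apart by the rule and not matched, so that a swap of names lowers this share. The Jaccard index is the bins in a state in both models over those in either. Between the starts, it was 0.747 and 0.764 for the I1-like state on the plus and minus strand, and 0 for the E3-like state.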

The model allowed us to partition each strand of the genome into segments characterized by recurrent patterns of RNAPII phosphorylation (Fig 4).

**Figure 4:**
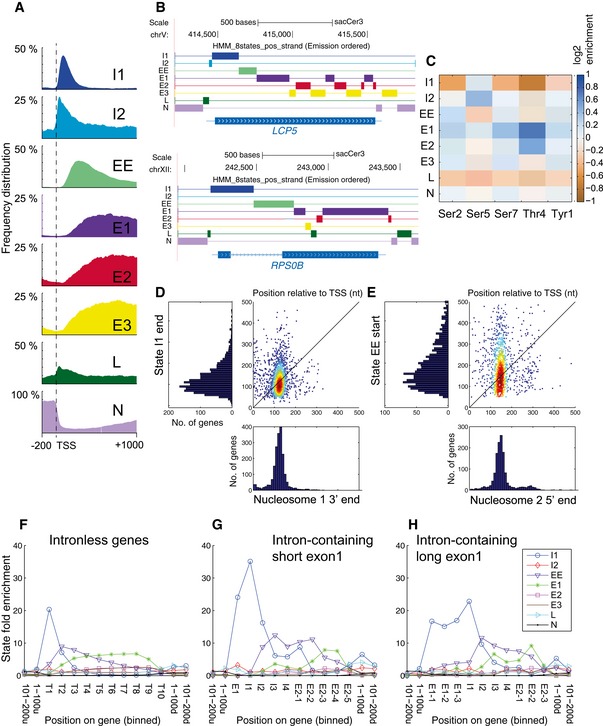
HMM analyses of phosphorylation state distributions AMetagene analysis of frequency distribution for each state on all protein‐coding genes. See expanded view for analyses of replicate datasets and statistical analyses.BGenome browser views showing the distribution of the 8 states in the HMM over an unspliced gene (*LCP5*) and a spliced gene (*RPS0B*).CLearned emission matrix of the 8‐state HMM. Each row shows the average log‐enrichment levels of the different phosphorylated forms of Rpo21 over total RNAPII in one of the states.DComparison of the locations of the 3′ end of initiation state I1 with the 3′ boundary of nucleosome 1.EComparison of the locations of the 5′ end of early elongation state EE with the 5′ boundary of nucleosome 2.F–HThe presence of an intron is associated with displacement of phosphorylation state boundaries. The graphs show state fold enrichment for each state over protein‐coding genes lacking an intron (F), containing short exon 1 (< 100 nt) regions (G) or long (> 100 nt) exon 1 regions (H). For each panel, the length of each gene has been divided into ten bins to allow the combination of genes with different lengths. T, Transcript; E1, Exon 1; I, Intron; E2, Exon 2. Intron‐containing genes in yeast are generally highly expressed, and the top quartile of intronless genes was therefore taken for comparison.

The HMM has only one parameter, the number *K* of possible states, whose value has to be selected *a priori*. We tried different values of *K* (from 3 to 15 states) and each time evaluated the data fit using the mean squared error (MSE) (see Materials and Methods). The MSE typically decreases as *K* increases, as more complex models allow a better fit to the data. In this case there were inflection points at 6, 8, and 10 states (Fig EV5A). Analyses of models with 6, 8, or 10 gave qualitatively similar results (see below). We chose to perform most analyses using the HMM with 8 states, as it gave a good tradeoff between model fit and cost in terms of extra parameters to estimate. To interpret the segmentation returned by the HMM, we analyzed the profiles of states along mRNA transcripts.

**Figure EV5:**
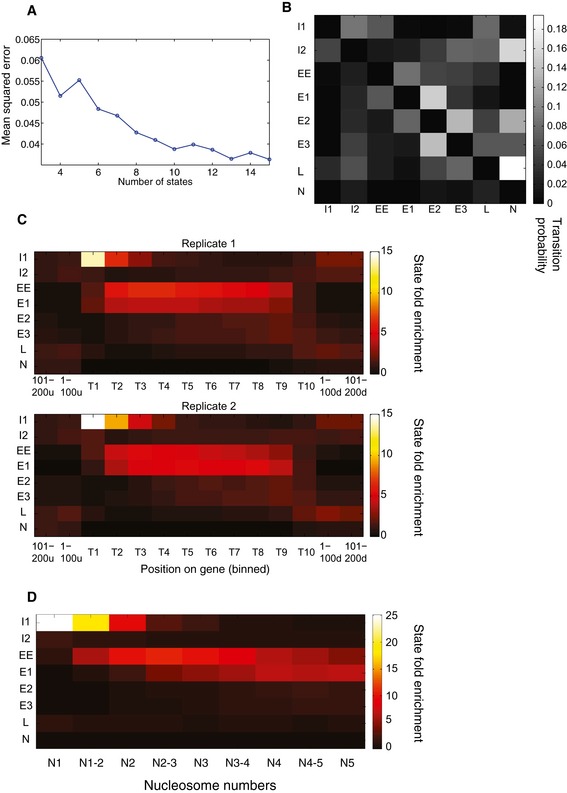
HMM transition matrix, reproducibility of results, and state enrichment analysis Plot showing the mean squared error with respect to the number of states in the HMM.Learned state transition matrix for 8‐state HMM. Each entry (i,j) of the matrix shows the probability of transitioning from hidden state i to j at any position along the genome.State distributions across first quartile of protein‐coding genes from two independent mCRAC analyses.State distributions across first quartile of protein coding relative to the positions of nucleosomes 1–5 (N1–N5) on these genes.

A metagene analysis of the 8‐state model revealed two initiation states (I1 and I2), an early elongation state (EE), three mid‐/late elongation states (E1, E2, E3), a low phosphorylation state (L) enriched toward both ends of protein‐coding genes, and a “noise” state (N), which was usually associated with non‐transcribed regions of chromosomes (Fig 4A and B). These states showed a clear overall progression from I1 => EE => E1 on many genes (Fig 4A). 

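On 916 of 1344 intronless genes of the top quartile of total RNAPII reads, the I1-like state was the most frequent state near the start codon, the EE-like state followed it and the I2-like and E1-like states peaked last. The shortest of the 1344 genes were left out. On genes shorter than 1000 nt, positions up to 1000 nt include some past the stop codon. The I1-like state held 70.7% of positions from 0 to 100 nt after the start codon (3.34% and 39.2% in the models of the lower-numbered and the higher-numbered libraries alone), 48.1% from 100 to 200 nt, 15.7% from 200 to 400 nt and 3.83% from 400 to 1000 nt, with its peak at 30 nt. The EE-like state held 7.90%, 20.5%, 29.0% and 23.5% of the same regions, with its peak at 330 nt. The E1-like state held 1.05%, 3.43%, 7.09% and 9.73%, with its peak at 650 nt. The I2-like state, named for the second highest Ser5P, held 2.38% from 0 to 100 nt and 38.1% from 400 to 1000 nt, with its peak at 510 nt. Its mean of Thr4P, 0.65, was above the 0.37 of the E1-like state. The share of the E1-like state therefore does not count all positions in states with high Thr4P. In the range of 400 to 1000 nt, the share of the E1-like state depended on the settings and was 19.8% with a pseudocount of 1 and 72.2% with a smaller amount added to the covariances, where the I1-like state held 88.3% from 0 to 100 nt and the EE-like state 2.65% from 200 to 400 nt. The model as planned, with nothing added, became singular, and the I1-like state was nearly absent from 0 to 100 nt in both of its runs. From the order of the states along genes, the paper concludes that RNAPII progresses from I1 through EE to E1 on many genes.

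**Figure D5:**
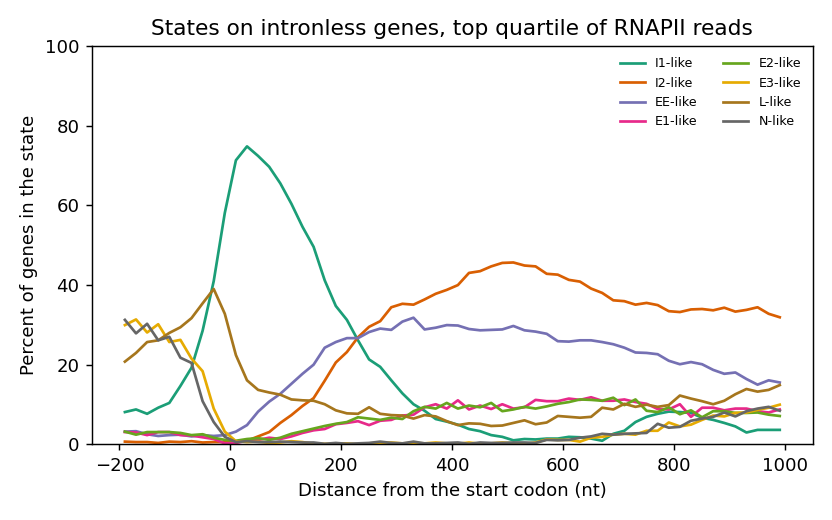
Percent of 916 intronless genes of the top quartile of total RNAPII reads that lie in each of the 8 states, by distance from the start codon in nt in bins of 20 nt. The shortest genes were left out, and positions past the stop codon of the shorter genes shown are included. The I1-like state peaks at 30 nt with 74.8% of genes, the EE-like state at 330 nt with 31.8% and the E1-like state at 650 nt with 11.8%.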

The “emission matrix” showing the distribution of predicted phosphorylation patterns for each state is shown in Fig 4C. 

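Of the 8 states, the I1-like state had a mean log2 over total RNAPII of 0.12 for Ser5P, the largest of all states, with -0.63 for Thr4P, -0.34 for Ser7P, -0.29 for Ser2P and -0.15 for Tyr1P. The I2-like state had 0.08 for Ser5P, the next largest, but also the largest means of the other forms, with 0.65 for Thr4P, 0.39 for Ser7P, 0.32 for Ser2P and 0.24 for Tyr1P. The paper describes Ser5P as intermediate in I1 and high in I2, which is the other order. By these values, the I2-like state does not resemble the paper's I2. No error is given, since the model was fitted on the mean of the replicates.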

As expected, initiation states were characterized by intermediate (I1) to high (I2) levels of Ser5P and low levels of Ser2P and Thr4P. Consistent with our analysis of phosphorylation profiles, the early elongation state featured low Ser5P and Thr4P, with high Tyr1P, Ser2P, and Ser7P, whereas mid‐/late elongation states had low Ser5P, and various combinations of high Tyr1P, Ser2P, Thr4P, and Ser7P. In particular, the major elongation state (E1) was associated with an elevated level of Thr4P. This may be related to the observation that the 5′ depletion of Thr4P extends further 3′ than that of Ser2P. 

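The E1-like state had a mean log2 over total RNAPII of 0.37 for Thr4P, with 0.12 for Ser7P, 0.06 for Tyr1P and Ser2P and -0.07 for Ser5P. The E2-like state was close to it, with 0.32 for Thr4P, 0.10 for Ser7P and -0.09 for Ser5P. In the EE-like state, Thr4P and Ser5P were low, both at -0.16, and Tyr1P, Ser2P and Ser7P had 0.13, 0.16 and 0.16. The E3-like state lay within 0.01 of 0 in all forms. Elevated Thr4P is part of the rule by which the E1-like state was named, so that its high value is not independent of its name.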

In consequence, Thr4P levels increase at the location of state E1 rather than the early elongation state (EE). 

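The L-like state, named for the lowest mean of all forms among the states left by the rule, had a mean log2 over total RNAPII of -0.26 for Thr4P, -0.16 for Ser2P, -0.13 for Ser7P, -0.12 for Tyr1P and 0.02 for Ser5P. The paper describes state L as low in Ser5P too, which was not so here. On intronless genes it held 33.6% of positions in the 100 nt before the start codon and 15.5% in the 100 nt after it.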

State L featured low levels of all phosphorylations (particularly Ser5P and Thr4P). 

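Models fitted apart on the lower-numbered and on the higher-numbered library of each group gave the same state to 50.6% of the bins, and to 7.57% of the bins outside the N-like state in either model. On the plus strand, the Jaccard index between them was 0.737 for the N-like, 0.161 for the E1-like and 0.0447 for the I2-like state, where independent states of the same frequencies would give 0.376, 0.0371 and 0.0187. The I1-like state had 0.0190, against 0.0146 for independent states, and the EE-like state 0.0338 against 0.0287. The E3-like and L-like states had 0.0154 and 0.0205, below the 0.0327 and 0.0494 of independent states. The states of the 2 models were named by the same rule and not matched to each other.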

Transition sites were strikingly reproducible between two replicate datasets (Fig EV5C).

RNAPII occupancy appeared to be sensitive to the presence of nucleosomes (Fig 1E). It therefore seemed possible that the locations of state transitions might be influenced by nucleosome positions, which are highly organized on most yeast genes (Jiang & Pugh, 2009). Comparing the locations of the end of the state I1 and the start of state EE to the reported nucleosome boundaries revealed enrichment for state I1 ending at or close to the 3′ boundary of nucleosome 1 and for state EE commencing at or close to the 5′ boundary of nucleosome 2 (Fig 4D and E). Comparison of all state changes with nucleosome boundaries (Fig EV5D) confirmed the enrichment of state I1 across the first nucleosome and the enrichment of state EE across nucleosomes 2 and 3. State E1 then increased over subsequent nucleosomes.

### The presence of an intron is associated with displacement of phosphorylation state boundaries

Pre‐mRNA splicing has been reported to influence RNAPII phosphorylation in yeast (Alexander *et al*, 2010; Chathoth *et al*, 2014) and we therefore compared phosphorylation state boundaries in protein‐coding genes lacking an intron (Fig 4F) with short exon 1 (< 100 nt) regions (Fig 4G) or with long (> 100 nt) exon 1 regions (Fig 4H). In Figs 4, EV5, and EV6, the data along each gene have been assigned to ten bins. This allows features to be aligned in genes of different lengths, although at the cost of reduced resolution. On intron‐containing genes, initiation state I1 extended further 3′ relative to intronless genes, with a peak around the 5′ splice site. 

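In the model reported, though not in the model as planned, the I1-like state ended later on genes with an intron than on intronless genes. Its last run near the start codon ended at a median of 220 nt (quartiles 155 and 300 nt) on 152 genes with an intron of the top quartile of reads and at 180 nt (quartiles 100 and 260 nt) on 1262 intronless genes, a difference of 40 nt (two-sided permutation test across genes, p = 0.00321, adjusted p = 0.00937 over 3 comparisons). First exons were measured from the start codon, without the 5′ UTR, so that their classes need not match those of the paper. On genes with a first exon under 100 nt by this measure, which include ACT1, RPL28 and RPS0B, the difference was also 40 nt (adjusted p = 0.00937 from the same permutation test). On 24 genes with a longer first exon it was 10 nt (permutation p = 0.897). From 0 to 100 nt, the I1-like state held 87.0% of positions on 122 genes with an intron, with the shortest genes left out, and from 200 to 400 nt it held 29.3%. With genes matched for total RNAPII reads, the difference of 40 nt did not pass the permutation test (p = 0.0672), and in the model of the lower-numbered libraries alone it turned to -20 nt for all genes with an intron and -30 nt for those with a short first exon. The model as planned, with nothing added to the covariances, became singular and showed no later end in either of its runs, and its values are not given. Genes are not independent replicates, and the p compares genes within 1 set of libraries.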

The elongation states EE and E1 were also displaced further 3′, presumably as a consequence of the extended I1 region. 

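With 6 states, the I1-like state held 79.7% of positions from 0 to 100 nt on intronless genes and 14.8% from 200 to 400 nt, and with 10 states 59.4% and 5.43%. From 400 to 1000 nt, the E1-like state held 41.3% with 6 states and 29.5% with 10 states. With 6 states the I1-like state ended later by 80 nt and with 10 states by 60 nt on genes with an intron than on intronless genes (two-sided permutation tests across genes, p = 1e-05 in both, the smallest they can give). On genes with over 100 nt of coding sequence in the first exon the difference was 90 nt with 6 states (permutation p = 0.00297) and 20 nt with 10 states (p = 0.496).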

Notably, the same major conclusions could be reached from 6‐state and 10‐state HMM models (Fig EV6). This demonstrates that our conclusions hold independently of the specific implementation of the model. In comparison with the 8‐state model, the 6‐state model lacks a distinct early elongation (EE) state, probably because the complexity is too low, whereas the in 10‐state model two initiation states have approximately equal frequencies.

**Figure EV6:**
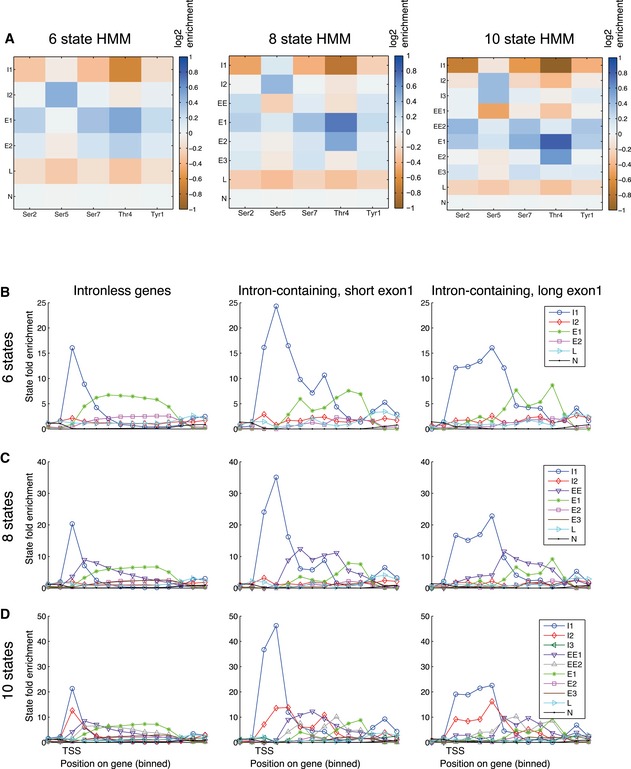
Comparison of the effects of different state numbers in the HMM AEmission matrices for 6‐, 8‐, and 10‐state HMM models.B–D(B) 6‐state HMM model; (C) 8‐state HMM model; (D) 10‐state HMM model. In each panel, the left graph (I) shows the top quartile of protein‐coding genes, the middle graph (II) shows spliced genes with short exon 1 regions (< 100 nt) and the right graph (III) shows spliced genes with long exon 1 regions (> 100 nt). In each model, preferential initiation and elongation states are clearly resolved. In all models, the initiation state is clearly extended further 3′ on intron‐containing genes.

Comparison of intron‐containing and intronless genes that were aligned without binning gave similar results (Fig EV7). Alignment by the TSS indicated that the transition from state I1 to states EE and then E1 occurs further 3′ on spliced genes (Fig EV7A and B). Alignment of intron‐containing genes at the 5′ splice site (5′SS) (Fig EV7C) showed that the maximum enrichment of state I1 coincided with the 5′ end of the intron, with 3′ displacement of the elongation states EE and E1. 

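Around the 5′ splice site of 157 genes with an intron, the I1-like state held 63.3% of positions within 60 nt on either side, with its peak of 73.9% of genes 10 nt after the site, and 10.6% from 260 to 60 nt before it. The L-like state held 21.8% within 60 nt. The EE-like state held 4.46% within 60 nt and 23.7% from 200 to 400 nt after the site, and the E1-like state 1.17% and 7.26%. Since the coding part of the first exon is short on most of these genes, the 5′ splice site lies close to the start codon, where the I1-like state peaked on intronless genes as well.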

We conclude that the presence of an intron leads to changes in the transition sites for RNAPII modification patterns, upstream of the intronic regions. It was recently reported that splicing defects can lead to RNAPII accumulation over the exon 1 regions of endogenous genes (Chathoth *et al*, 2014), supporting this model.

**Figure EV7:**
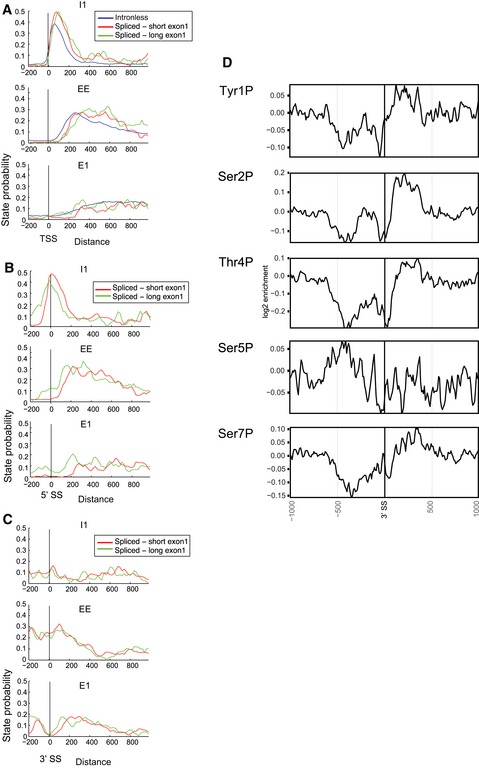
The presence of an intron is associated with displacement of phosphorylation state boundaries AAverage state probabilities shown individually for each state over protein‐coding genes lacking an intron (intronless) or with short (< 100 nt) or long (> 100 nt) exon 1 regions, aligned by the transcription start site (TSS).B, CAverage state probabilities shown individually for each state over protein‐coding genes with short (< 100 nt) or long (> 100 nt) exon 1 regions, aligned by 5′ splice site (5′SS; panel B) or 3′ splice site (3′SS; panel C).DDistribution of phosphorylated RNAPII relative to the 3′ splice site (3′SS) in intron‐containing genes.

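Within 60 nt of the 3′ splice site of 157 genes with an intron, the E1-like state held 5.84% of positions, the E2-like 7.75% and the E3-like 1.17%. From 200 to 400 nt after the site, they held 9.81%, 9.43% and 2.42%, and from 260 to 60 nt before it the E1-like state held 4.78% and the E2-like 4.71%. The I2-like state, which had the largest mean of Thr4P, held 5.94% within 60 nt, 15.4% before and 28.9% after the site. It was thus lower at the site than on both sides. The L-like state had its peak of 37.6% of genes 10 nt after the site and held 28.6% within 60 nt, and the I1-like state held 29.5%. With 6 states, the E1-like state held 12.4% within 60 nt, 30.5% after and 23.2% before the site.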

Unexpectedly, alignment of pre‐mRNAs at the 3′ splice site (3′ SS) showed specific depletion of the major elongation state E1 at this position, whereas states E2 and E3 appeared unaffected (Fig EV7C and data not shown). This indicates that the 3′ intron boundary is associated with distinct changes in RNAPII modification and also that the different elongation states are not fully interchangeable. The loss of state E1 at the 3′SS prompted us to examine the RNAPII phosphorylation data for these sites (Fig EV7D). This confirmed that specific changes in RNAPII phosphorylation are associated with 3′ splice sites. In particular, Ser7P was elevated at the 3′SS, with depletion of Ser2P and Thr4P. 

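At the 3′ splice site, Thr4P and Ser2P were lowest relative to total RNAPII. The log2 ratio of the 100 nt centred on the site to the region from 200 to 400 nt after it, summed over 167 genes, lay below that of total RNAPII by -0.90 in Thr4P (from -0.96 to -0.85, n = 2 libraries) and -0.64 in Ser2P (from -0.74 to -0.54). It differed by -0.31 in Ser7P (from -0.38 to -0.23), -0.21 in Tyr1P (from -0.38 to -0.05) and -0.05 in Ser5P (from -0.14 to 0.03). On 43 ribosomal protein genes, the differences were -0.82 in Thr4P, -0.51 in Ser2P, -0.21 in Ser7P, -0.19 in Tyr1P and -0.14 in Ser5P. On the 124 other genes with an intron, they were -1.05, -0.84, -0.48, -0.25 and 0.12. With 2 libraries per form, no test was made. Distances of the sites from the start codon were not matched. On 2850 intronless genes, the log2 of Thr4P over total RNAPII rose from -0.33 at 100 to 150 nt to 0.51 at 400 to 450 nt. That of Ser7P rose from -0.33 to 0.28, and that of Ser2P from 0.22 to 0.42. For Thr4P and Ser7P, a change with distance from the start codon therefore cannot be told apart from one at the splice site. Ser2P rose less over this range than it differed at the site, but sites nearer the start codon were not set apart.

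**Figure D6:**
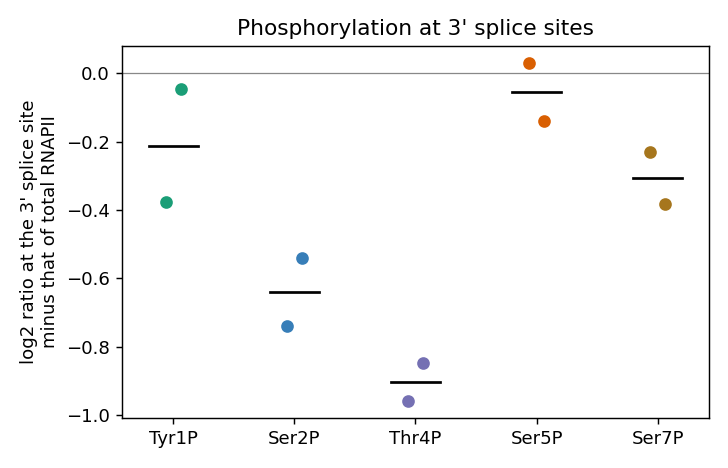
Log2 ratio at the 3′ splice site of each phosphorylated form minus the mean of total RNAPII, summed over 167 genes with an intron. Points are libraries and bars their means; both libraries lie below 0 in Tyr1P, Ser2P, Thr4P and Ser7P, and on either side of 0 in Ser5P.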

The depletion of Thr4P is the main factor in the loss of state E1 at the 3′SS. Whether these changes primarily reflect altered rates of phosphorylation or dephosphorylation remains to be determined.

### State changes are altered on lncRNAs

We compared the representation of different HMM states on genes encoding mRNAs or the SUT and CUT classes of lncRNA (Fig 5A and B). To reduce potential effects of differences in expression levels on RNAPII modification patterns, we took the upper expression quartile of SUTs (211 genes), based on RNAPII crosslinking frequency, and identified sets of protein‐coding genes (213 genes) and CUTs (211 genes) with matched expression levels. The mRNAs, CUTs, and SUTs showed similar levels of enrichment of the initiation state I1 close to the TSS. However, in comparison with mRNAs, the CUTs, and to a lesser extent SUTs, lack the early elongation state EE and the elongation states, particularly E1, confirming our findings that phosphorylation states associated with elongation were depleted on CUTs relative to length‐matched mRNAs (Fig EV4). We conclude that on CUTs RNAPII largely fails to transition from the initiation states to the early elongation state EE and elongation states E1, E2, and E3.

**Figure 5:**
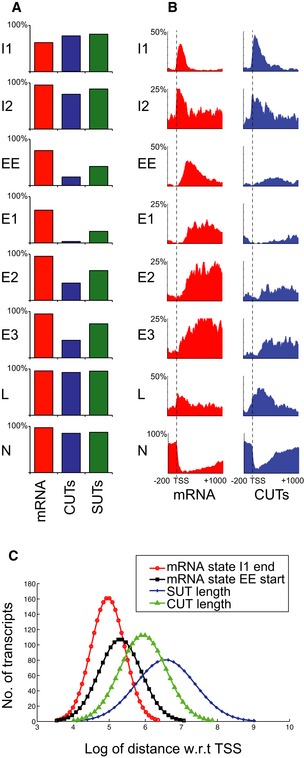
Metagene HMM analyses of phosphorylation states on protein‐coding and ncRNA genes Comparison of state frequencies over expression‐matched protein‐coding mRNAs, SUTs, and CUTs.Comparison of state distributions over expression‐matched protein‐coding mRNAs and CUTs as in A.The failure of lncRNAs to exit initiation state I1 is not a consequence of short length. The curves show the positions at which RNAPII exits initiation state I1 (red curve) and enters early elongation state EE (black curve), relative to the lengths of CUTs (green line) and SUTs (blue line).

On genes encoding CUTs, transcription termination is believed to be mediated by the Nrd1/Nab3/Sen1 (NNS) complex, which is proposed to directly recruit the TRAMP and exosome complexes to degrade or process the newly synthesized RNA (Arigo *et al*, 2006; Heo *et al*, 2013; Schulz *et al*, 2013; Tudek *et al*, 2014; Webb *et al*, 2014; Fasken *et al*, 2015). The CTD‐interacting domain (CID) of Nrd1 preferentially binds CTD heptads with Ser5P modification *in vitro* (Vasiljeva *et al*, 2008). This led to the proposal that NNS termination and degradation of CUTs reflect their short lengths and the bias toward Ser5P modification close to the transcription initiation site. However, inspection of the data presented here indicates that on most mRNA genes RNAPII transition out of the Ser5P‐associated initiation states into the early elongation state before reaching the median length of CUTs (377 nt) (Fig 5C), whereas these transitions do not generally occur on CUTs. These observations suggest that CUTs are short because RNAPII remains in a termination‐prone, initiation state, the reverse of the previously proposed causality (Fig 6).

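On intronless mRNA genes, the share of the I1-like state fell from 74.8% of genes at its peak to 15.7% of positions between 200 and 400 nt after the start codon, the range in which the I2-like state held 32.8% and the EE-like state 29.0%. In the model with 10 states, the I1-like state held 26.5% between 100 and 200 nt and the EE-like state 29.3%. The CUTs could not be examined in the same way, as neither the deposited files nor the reference give their positions.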

**Figure 6:**
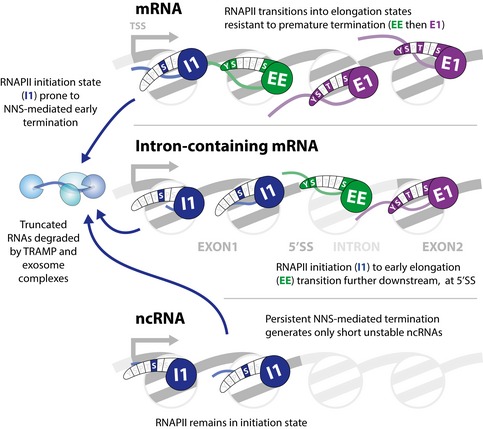
Model comparing the state transitions on coding and non‐coding RNA transcripts Yeast genes typically have a well‐ordered nucleosome close to the transcription start site. On both mRNA and ncRNA genes, RNAPII generally in an initiation state (I1 and I2; shown as I1) while traversing the first nucleosome. This state favors recruitment of nuclear RNA surveillance machinery, including the NNS termination complex and the TRAMP–exosome degradation system. On mRNAs, RNAPII then transitions into the early elongation state (EE) followed by the major elongation states (E1 to E3; shown as E1). On intron‐containing mRNAs, the transition from initiation of early elongation states is displaced further 3′. On ncRNAs, the initiation state persists and the failure to transition to an elongation states (EE and E1) favors termination and transcript degradation.

## Discussion

We report the development and application of mCRAC for high‐resolution, strand‐specific profiling of the five known types of RNAPII phosphorylation across the yeast transcriptome.

Comparison of RNAPII density over the + 50–150 and + 450–500 regions (on genes longer than 800 nt) indicated a reduction of 40–50% over this interval. 

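The density of total RNAPII from 400 to 450 nt after the start codon was 43.9% lower than that of the first 100 nt in total RNAPII 1 and 41.2% lower in total RNAPII 2, a mean of 42.5% ± 1.93 (SD, n = 2 libraries). The reads were summed over 4170 intronless genes of at least 700 nt, and the start codon stands in for the TSS with both windows moved by 50 nt. Averaged over genes rather than summed, the reduction was 15.7% ± 1.34.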

Analysis of RNAPII position by the unrelated NET‐seq protocol also revealed elevated polymerase density in the 5′ regions of protein‐coding genes (Churchman & Weissman, 2011), indicating that this enrichment does not reflect differences in crosslinking efficiency. Moreover, high levels of promoter‐proximal binding was seen for all of the key nuclear RNA surveillance factors tested; the exosome nuclease complex (Rrp44, Rrp6) and its major cofactor, the TRAMP nuclear polyadenylation complex (Trf4, Air2) (this work), as well as the NNS transcription termination and surveillance complex (Nab3), as previously reported (Creamer *et al*, 2011; Webb *et al*, 2014; Holmes *et al*, 2015). 

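From 200 nt before to 1000 nt after the start codon, reads of Air2, Rrp6 and Trf4 relative to total RNAPII were most frequent before it. Air2 had a log2 over total RNAPII of 0.81 ± 0.16 (SD, n = 2 libraries) from 150 to 100 nt upstream, -0.13 ± 0.24 in the last 50 nt before the start codon and -2.49 ± 0.20 from 400 to 450 nt downstream. Rrp6 had 0.32 ± 0.31, -0.42 ± 0.36 and -2.20 ± 0.34 in the same regions, and Trf4 had 0.84, -0.43 and -2.03 in its 1 library. Rrp44 differed less along genes, with -0.62 ± 0.26, -0.64 ± 0.08 and -0.94 ± 0.07 there, and between -0.57 ± 0.18 from 0 to 50 nt and -1.40 ± 0.26 from 150 to 200 nt over the whole range. The log2 ratio of the 150 nt after the stop codon to 350 to 500 nt before it, summed over 4166 genes, was 1.30 and 1.46 in Air2, 1.23 and 1.72 in Rrp6 and 1.62 in Trf4, against -1.30 and -1.25 in total RNAPII and -1.46 and -1.93 in Rrp44. With the last 100 nt before the stop codon in place of the 150 nt after it, a window planned as an alternative, it turned to -0.61 and -0.49 in Air2 and -0.56 in Trf4, was -0.65 and 0.05 in Rrp6, -0.75 and -0.85 in total RNAPII and -1.80 and -1.96 in Rrp44.

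**Figure D7:**
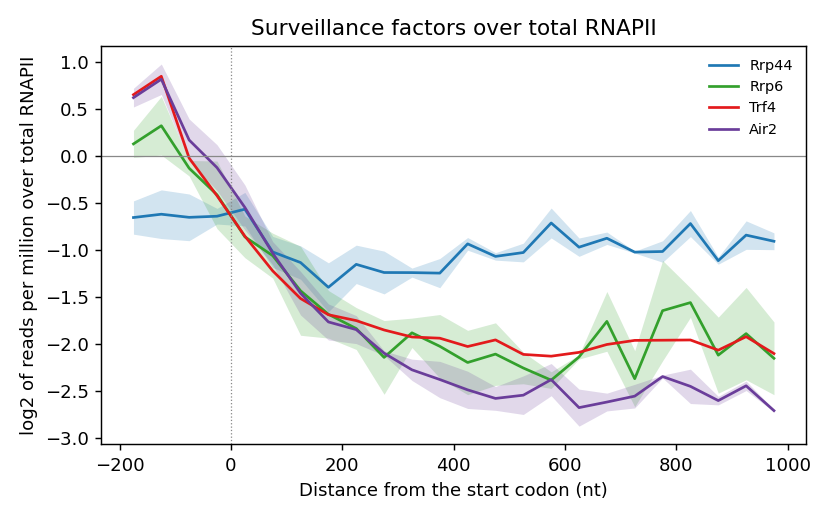
Log2 of RPM of Rrp44, Rrp6, Trf4 and Air2 over total RNAPII by distance from the start codon, in nt, in bins of 50 nt summed over 2850 genes. Lines are means and bands SD of 2 libraries, except for Trf4 with 1; Air2 falls from 0.81 upstream of the start codon to -2.49 at 400 to 450 nt.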

Notably, the 3′ ends of short TSS‐associated ncRNA transcripts, termed sense CUTs (S CUTs), were previously mapped to the same region (Neil *et al*, 2009). In contrast, the mRNA export factor Mex67, which is under‐represented on ncRNAs relative to mRNAs (Tuck & Tollervey, 2013), was depleted from the TSS‐proximal region.

These data are consistent with the model that short transcripts are generated by early termination, but are targets for rapid degradation by the exosome. In human cells, the generation of short, promoter‐proximal ncRNAs has also been reported, termed PROMPTs, PASR, TSSa‐RNAs, or tiRNAs (Kapranov *et al*, 2007; Preker *et al*, 2008, 2011; Seila *et al*, 2008; Jacquier, 2009; Taft *et al*, 2010). The accumulation of these relatively short ncRNAs is reported to correlate with cancer outcomes, supporting their functional significance (Zovoilis *et al*, 2014). The exosome also degrades ncRNAs generated from enhancer regions of human genes (Pefanis *et al*, 2015), suggesting that these may follow a similar degradation pathway.

Dramatic reductions in both total RNAPII occupancy and phosphorylation were also seen immediately upstream of the polyadenylation site. A similar reduction in RNAPII occupancy was seen in NETseq, showing that this does not reflect alterations in crosslinking efficiency. In contrast, this was not reported in previous ChIP analyses. It is possible that the relatively higher ChIP signals might be due to a combination of antisense transcription, which is seen in this region of most protein‐coding genes (Fig 1), and transcript‐free RNAPII immediately downstream of the poly(A) site. Notably, recent analyses in human cells have revealed the presence of a transcription elongation checkpoint upstream of the poly(A) site (Laitem *et al*, 2015). We speculate that following satisfaction of a similar checkpoint, yeast RNAPII moves rapidly through the poly(A) region, leading to low CRAC and NETseq signals. Dramatically reduced RNAPII phosphorylation was also observed in this region, when expressed as a fraction of total RNAPII. We therefore propose that passage through the checkpoint is accompanied by RNAPII CTD dephosphorylation. Consistent with this model, a requirement for Tyr1 dephosphorylation prior to polyadenylation was recently demonstrated in yeast (Schreieck *et al*, 2014).

### Features potentially distinguishing mRNAs and lncRNAs

The synthesis of strikingly large numbers of lncRNAs has been reported in human cells and all other eukaryotes examined in detail. Many of these are rapidly degraded by the nuclear RNA surveillance system, particularly the TRAMP and exosome complexes, which are highly conserved between yeast and humans. In contrast, the lncRNAs represent a very diverse set of transcripts that show poor evolutionary conservation. This has made it difficult to discern common or conserved features in the lncRNA population, which might serve as markers that target them to the surveillance machinery. However, specific targeting of lncRNAs might not be required, if the TSS RNAPII is intrinsically prone to transcription termination coupled to degradation of the nascent transcript (Buratowski, 2009; Jensen *et al*, 2013; Tuck & Tollervey, 2013). We postulate that the generation of short, highly unstable RNAs may therefore be a default fate. This state of RNAPII is characterized by a distinct set of CTD modifications that can be recognized as a distinct initiation state by the HMM.

The Nrd1 component of the (NNS) complex preferentially binds the Ser5‐modified RNAPII CTD *in vitro*, via its CTD‐interacting domain (CID) (Vasiljeva *et al*, 2008). The NNS complex promotes transcription termination and recruits the TRAMP nuclear surveillance complex to the transcript, leading to its degradation by the exosome (Thiebaut *et al*, 2006; Tudek *et al*, 2014). On genes encoding the highly unstable CUT class of ncRNAs (Wyers *et al*, 2005), RNAPII predominantly failed to transition out of the Ser5P‐rich, initiation state I1. This was seen to a lesser extent on SUT ncRNAs, which are more stable than the CUTs but are still largely targeted for degradation by the nuclear surveillance pathway (David *et al*, 2006; Tuck & Tollervey, 2013). In addition to differences in stability, CUTs (median length 377 nt) are generally shorter than SUTs (median length 745 nt) and mRNAs (median length 1,521 nt). Importantly, however, as shown in Fig 5C, the median lengths of CUTs and SUTs are markedly longer than the median locations of the transition from initiation to elongation state on protein‐coding genes. Together, these observations support the model shown in Fig 6. On both coding and non‐coding RNAs, RNAPII is largely in initiation state I1 in the TSS region and is prone to termination and transcript degradation. On protein‐coding genes, RNAPII transitions out of state I1 after transcription of a median of 122 nt, generally into the early elongation state EE and then elongation state E1. We propose that the failure of RNAPII on CUTs to transition out of state I1 underlies both the short length and high instability of these ncRNAs. Notably, previous attempts to define a specific instability element within CUTs lead to the suggestion that multiple, separable instability determinants must be present in each CUT (Thiebaut *et al*, 2006). Our model indicates an alternative explanation, that instability reflects interactions with the transcribing polymerase. Enhanced levels of Ser5‐modified RNAPII were also seen adjacent to the 5′SS and at transcription pause sites predicted from the NETseq analyses. We speculate that in both cases RNAPII may be placed in a state that favors NNS recruitment, transcription termination, and rapid transcript degradation.

Peaks in RNAPII density seen here and in NETseq data showed a striking 150 nt periodicity that agrees well with the arrays of nucleosomes formed on most yeast genes (Jiang & Pugh, 2009; Weiner *et al*, 2010; Churchman & Weissman, 2011). Notably, peak RNAPII binding was seen around the nucleosome centers, suggesting that nucleosomes may not generally be displaced by transcription, but the polymerase moves more slowly around the nucleosomes. This situation clearly has the potential to facilitate interactions between modified histones, or histone‐binding proteins, and the transcribing polymerase or associated factors. Apparent correlations were observed between the locations of state changes in RNAPII and the positions of the first two nucleosomes, although it remains to be established whether these are causal. Consistent with this, the presence of H3K4me3 on the promoter‐proximal nucleosome is associated with NNS recruitment (Terzi *et al*, 2011).

The antibodies used for CTD analyses generally recognize a single phosphorylated amino acid, although in some cases recognition is modulated by other specific phosphorylated residues in the same or the adjacent heptad (see Eick & Geyer, 2013). However, we cannot currently determine which, or how many, of the 26 heptad repeats are actually modified *in vivo* on specific transcripts. If the modifications are dispersed across the repeats, then competing phosphorylation sites seems unlikely to be a major problem. In any event, the effects of competition between modifications on antibody binding are unlikely to alter the locations of transitions in the HMM, although they might affect the mechanistic interpretation in terms of precise protein interactions at these sites.

Finally, many other protein factors bind to the phospho‐CTD, including the TREX pre‐mRNA packaging complex, and factors required for pre‐mRNA splicing and polyadenylation (Meinel *et al*, 2013). The segmentation of the genome by the HMM should also facilitate understanding of the interactions between these factors and the transcribing polymerase.

## Materials and Methods

### Strains and yeast culture

*Saccharomyces cerevisiae* strain BY4741 was used for all experiments. Prior to crosslinking, cultures were grown to OD_600_ 0.5 at 30°C in standard, minimal YNB medium with 2% glucose, supplemented with complete supplement mix minus tryptophan (all from MP Biomedicals).

To assess the distribution of RNAPII, an Rpo21‐HTP construct (C‐terminal, tripartite tag; His6‐TEV protease cleavage site–protein A) was integrated at the *RPO21* chromosomal locus under the control of the endogenous *P*_*RPO21*_ promoter. Rpo21‐HTP was the only source of Rpo21 and growth of the resulting strains was indistinguishable from the parental wild type (BY4741), indicating that the tagged construct is functional. To assess the distribution of RNAPII, an Rpo21‐HTP construct (C‐terminal, tripartite tag; His6‐TEV protease cleavage site–protein A) was integrated at the *RPO21* chromosomal locus under the control of the endogenous *P*_*RPO21*_ promoter. Rpo21‐HTP was the only source of Rpo21 and growth of the resulting strains was indistinguishable from the parental wild type (BY4741), indicating that the tagged construct is functional. CRAC analyses on Rrp6 and Trf4 were performed using strains expressing previously described Rrp6‐HTP and Trf4‐HTP constructs (Schneider *et al*, 2012; Tuck & Tollervey, 2013). Strains expressing Air2‐HTP and Rrp44‐HTP constructs were constructed by integrating the tag at the chromosomal locus, as described above.

### mCRAC analysis

UV crosslinking at 254 nm was performed on actively growing Rpo21‐HTP cells as well as cells carrying an untagged allele of Rpo21 as a negative control. Rpo21‐HTP was recovered from the lysate by binding of the protein A tag to an IgG column and elution by TEV cleavage, essentially as described (Granneman *et al*, 2011; Schneider *et al*, 2012). Differentially phosphorylated forms of RNAPII were then separated by immunoprecipitation using antibodies purchased from Chromotek directed against the CTD carrying Tyr1P (3D12), Ser2P (3E10), Thr4P (6D7), Ser5P (3E8), or Ser7P (4E12) bound to sheep anti‐rat IgG Dynabeads, or a no antibody control with sheep anti‐rat IgG Dynabeads alone. RNA–protein complexes were subjected to partial RNase degradation, denatured by the addition of guanidinium–HCl to 4 M and bound to a nickel column via the His6 tag on Rpo21. Linkers were added to the Rpo21‐associated RNAs on the nickel column and the bound protein–RNA complexes were eluted with imidazole and gel purified by SDS–PAGE (Fig EV1). Following proteinase K digestion, RNAs were identified by reverse transcription and PCR amplification, followed by Illumina sequencing. Illumina sequencing was performed by Edinburgh Genomics and Source Biosystems. CRAC analyses on Rrp6‐HTP, Rrp44‐HTP, Air2‐HTP, and Trf4‐HTP were performed essentially as described (Granneman *et al*, 2011; Schneider *et al*, 2012).

The replicate RNAPII CRAC datasets were compared to all annotated transcripts. The average proportions of transcripts captured were as follows: at least 1 read, 95% CUTs, 93% SUTs, 99% mRNAs; at least 10 reads, 54% CUTs, 60% SUTs, 97% mRNAs. It is not expected all genes will be active under the specific growth condition used.

### Sequence data analysis

The FASTX‐Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/) was used for the preprocessing of Illumina sequencing data: Reads were trimmed using fastx‐clipper to remove the 3′‐linker sequence and quality‐filtered using fastq_quality_trimmer (‐t 30) and fastq_quality_filter (‐q 23 ‐p 100). Preprocessed reads were demultiplexed using pyCRAC (Webb *et al*, 2014) and index and random barcode sequences from the 5′ ends of reads were removed. Reads were mapped to the yeast genome (sacCer3, downloaded from the *Saccharomyces* Genome Database) using novoalign (−r Random −s 1). Alternatively, mapping reads with TopHat gave very similar results. To remove potential PCR duplicates, reads mapped to the same start position in the genome and sharing the same barcode were collapsed, as described in Tuck and Tollervey (2013).

Bedtools (Quinlan & Hall, 2010) and custom AWK and Perl scripts were used for downstream analyses. For calculation of coverage pie charts, reads were uniquely assigned to RNA biotypes using a hierarchical procedure, starting with the most abundant biotypes. Transcript annotations were from the *Saccharomyces* Genome Database and (Xu *et al*, 2009) (mRNAs, CUTs, and SUTs). Where appropriate, transcript coordinates were converted to the sacCer3 genome assembly using liftOver. Coverage around genomic features (metagene analyses and 2D heatmaps) was plotted using custom R and gnuplot scripts. To calculate the enrichment of phosphorylated RNAPII signal relative to total RNAPII signal, normalized coverage (reads per million) was calculated at each position along the genome for all datasets and averaged between replicate datasets. Log2 enrichment was calculated after the addition of 5 pseudocounts to both the numerator and denominator; this number was selected because it represented about one read in the dataset with the lowest coverage. Pab1 and Xrn1 CRAC data were from Tuck and Tollervey (2013), and NET‐Seq coordinates were from Churchman and Weissman (2011).

### Modeling the mCRAC data with a hidden Markov model

A multivariate hidden Markov model (HMM) was used to model jointly the different RNAPII phosphorylation datasets. The HMM was learned from the log‐enrichment values (i.e., log2(phosphorylated Pol II + 5/total Pol II + 5)), where a pseudocount of 5 was added to each genomic region to avoid numerical instabilities. The entire segmentation data can be found in Dataset EV2.

An HMM is a probabilistic model, which explains a sequence of observations {***x***_1_, ***x***_2_, …, ***x***_*N*_} through an unobserved (latent) sequence of discrete states. In our case, each variable ***x***_*i*_ is a five‐dimensional vector describing the Tyr_1_, Ser_2_, Thr_4_, Ser_5_, and Ser_7_ phosphorylation log‐enrichment levels over total RNAPII in the i^th^ 20 nt‐bin along the genome. Since mCRAC provides strand‐specific information, the two strands of the genome were simply concatenated and modeled together, avoiding the need for more specialized computational tools (Zacher *et al*, 2014). The architecture of a HMM consists of a Markov chain of latent variables {*z*_1_, *z*_2_, …, *z*_*N*_}, where each variable *z*_*n*_ can be in one of *K states*. The state of *z*_*n*_ only depends on the state of the previous latent variable *z*_*n*−1_, and each observation ***x***_*n*_ is conditioned on the state of the corresponding latent variable *z*_*n*_. The model is characterized by two sets of parameters:

- The *transition* probabilities *P*(*z*_*n*_ = *j* | *z*_*n*−1_ = *i*), describing the probability for *z*_*n*_ to be in state *j* given that *z*_*n*−1_ is in state i (*i*, *j* = 1, …, *K*);
- The *emission* probabilities *P*(***x***_*n*_ | *z*_*n*_), describing the probability distribution of the observed variable *x*_*n*_, conditioned on the state of *z*_*n*_. In our model, we assume Gaussian emission probabilities: $P\left(x_{n}|z_{n}=i\right)∼N\left(x_{n}|\mu_{i},\Sigma_{i}\right),i=1,\ldots ,K.$ Therefore, the parameters associated with the emission probabilities are a set of 5 mean values and 20 covariance values for each state.

The values of the different model parameters, that is, the transition probabilities, and the means ***μ***_*i*_ and covariances Σ_*i*_ of the Gaussian distributions, are learned by running an expectation maximization algorithm. The values of the transition probabilities are initialized randomly from a uniform distribution, while the means *μ*_*i*_ are initialized by applying the *K*‐means clustering algorithm to the data and the covariances Σ_*i*_ are initialized to the covariance matrices of the obtained clusters. The most probable sequence of states for each strand is identified using the Viterbi algorithm. The MATLAB scripts we used to learn the HMM can be found in Code EV1.

The HMM has only one parameter, the number *K* of possible states, whose value has to be selected *a priori*. We tried different values of *K* (from 3 to 15 states) and each time evaluated the data fit using the mean squared error (MSE):

$$\text{MSE}=\frac{1}{10N}\sum_{s=1}^{2}\sum_{n=1}^{N}\|x_{n}^{s}-\mu_{z_{n}}^{s}{\|}^{2},$$

where superscript *s* refers to the strand.

The MSE typically decreases as *K* increases, as more complex models allow a better fit to the data, but appeared to level off after 8 states, yielding diminishing returns in terms of model fit for the same cost in terms of extra parameters to estimate. We chose therefore to retain the HMM with 8 states for further analyses as it gave a good tradeoff between model complexity and model fit. The transition and emission matrices of the 8‐state model are shown in Figs 4C and EV6A, respectively. As shown in Fig EV6, qualitatively similar conclusions could be drawn from models with 6 or 10 states.

### Reproducibility of the HMM results

We ran the HMM algorithm with 10 different random parameter initializations, and each time checked the similarity between the new obtained sequence of states and the one we used for our analysis. Both for the positive and negative strands, the percentage of 20 nt‐windows that are predicted to be in the same state in both sequences is 87% (± 5%) on average (to be compared to the random baseline of 12.5%).

We also compared the sequences of states obtained from two independent mCRAC datasets. The Jaccard index is a commonly used way to assess the similarity of two sample sets. It computes the ratio A/B, where A (resp. B) is the size of the intersection (resp. union) of the two sets. Table EV2 shows the Jaccard index for each state *i*, measuring the similarity of the sets of 20 nt‐windows that are predicted to be in state *i* in the two HMM sequences, respectively (with positive and negative genomic strands presented separately). The Jaccard indices that are shown in Table EV2 are significantly high, each corresponding to a *P*‐value of < 10^−4^ (computed using 1,000 random permutations of one of the sequences), indicating a high similarity between the two replicates. The two state distributions across the first quartile of protein‐coding genes are also highly similar (Fig EV5C).

### State enrichment analysis

Given the predicted sequence of hidden states along the genome, the enrichment of a state *i* in a window of interest is computed as the ratio *n*_i,obs_/*n*_i,exp_, where n_i,obs_ (resp. *n*_i,exp_) is the observed (resp. expected) number of states *i* within this window. The expected number of states *i* is computed from the total number of states *i* that are observed along the genome and assuming a uniform distribution.

### Data availability

All sequences generated during this work have been deposited with GEO and can be accessed under the accession number GSE69676. Additional datasets used for Fig 2 are available from GEO. Mex67 CRAC data: Tuck AC, Tollervey D. A transcriptome‐wide atlas of RNP composition reveals diverse classes of mRNAs and lncRNAs. Accession number: GSE46742. CUT 3′ end data: Neil *et al* (2009). Accession number: GSE25132. Nucleosome position coordinates were obtained from Additional data file 1 of Jiang and Pugh (2009).

## Author contributions

LM and DT conceived the project and designed experiments; LM, EP, and CD‐F constructed strains and performed CRAC experiments; VAH‐T, AT, RL, GS, CD‐F, and GK performed bioinformatic analysis; GS, GK, and DT wrote the paper.

## Conflict of interest

The authors declare that they have no conflicts of interest.

## Supporting information

Expanded View Figures PDF

Table EV1

Table EV2

Code EV1

Dataset EV1

Dataset EV2

Review Process File

# Supplementary material for: Strand‐specific, high‐resolution mapping of modified RNA polymerase II
**Source:** Mol Syst Biol. 2016 Jun 10;12(6):874. doi: 10.15252/msb.20166869
**Supplement:** Supplementary file 2 — Table EV1

**Table EV1. Enrichment of phosphorylation on different transcript classes.**

Statistical analysis of distribution of phosphorylated forms of RNAPII on mRNAs, CUTs and SUTs. Data taken from graphs shown in Fig. 3DF, and analyzed in Fig. EV2B and C.

| RNA class^a^ | log2 enrichment  mean (std deviation)^b^ | RNA class | log2 enrichment  mean (std deviation) | p-value^c^ | p-value corrected^d^ |
| --- | --- | --- | --- | --- | --- |
| Entire mRNA, CUT and SUT transcripts | | | | | |
| Y1P_mRNA | 0.108330 (0.293421) | **Y1P_CUTs** | -0.369198 (0.636960) | 5.84E-151 | 1.75E-149 |
| Y1P_mRNA | 0.108330 (0.293421) | **Y1P_SUTs** | -0.073583 (0.584660) | 2.59E-24 | 7.78E-23 |
| Y1P_CUTs | -0.369198 (0.636960) | **Y1P_SUTs** | -0.073583 (0.584660) | 7.64E-28 | 2.29E-26 |
| S2P_mRNA | 0.131748 (0.337171) | **S2P_CUTs** | -0.755633 (0.803765) | 1.81E-264 | 5.44E-263 |
| S2P_mRNA | 0.131748 (0.337171) | **S2P_SUTs** | -0.300945 (0.694874) | 8.49E-102 | 2.55E-100 |
| S2P_CUTs | -0.755633 (0.803765) | **S2P_SUTs** | -0.300945 (0.694874) | 1.97E-38 | 5.92E-37 |
| T4P_mRNA | 0.025236 (0.560475) | **T4P_CUTs** | -1.531818 (1.240829) | 1.99E-303 | 5.97E-302 |
| T4P_mRNA | 0.025236 (0.560475) | **T4P_SUTs** | -0.830410 (1.090475) | 2.88E-139 | 8.64E-138 |
| T4P_CUTs | -1.531818 (1.240829) | **T4P_SUTs** | -0.830410 (1.090475) | 1.67E-38 | 5.01E-37 |
| S5P_mRNA | -0.198000 (0.422760) | **S5P_CUTs** | -0.348851 (0.973127) | 1.14E-02 | 3.41E-01 |
| S5P_mRNA | -0.198000 (0.422760) | **S5P_SUTs** | -0.264181 (0.867845) | 9.55E-02 | 2.87E+00 |
| S5P_CUTs | -0.348851 (0.973127) | **S5P_SUTs** | -0.264181 (0.867845) | 3.46E-01 | 1.04E+01 |
| S7P_mRNA | 0.077685 (0.352310) | **S7P_CUTs** | -0.814733 (0.649958) | 0.00E+00 | 0.00E+00 |
| S7P_mRNA | 0.077685 (0.352310) | **S7P_SUTs** | -0.363227 (0.591702) | 2.68E-120 | 8.04E-119 |
| S7P_CUTs | -0.814733 (0.649958) | **S7P_SUTs** | -0.363227 (0.591702) | 2.86E-51 | 8.58E-50 |
| Nucleotides 1-500 of mRNA, CUT and SUT transcripts longer than 500 nt | | | | | |
| Y1P_mRNA | -0.024790 (0.376846) | **Y1P_CUTs** | -0.259795 (0.537912) | 5.70E-18 | 1.71E-16 |
| Y1P_mRNA | -0.024790 (0.376846) | **Y1P_SUTs** | -0.090422 (0.578811) | 2.81E-04 | 8.44E-03 |
| Y1P_CUTs | -0.259795 (0.537912) | **Y1P_SUTs** | -0.090422 (0.578811) | 3.72E-05 | 1.11E-03 |
| S2P_mRNA | 0.010112 (0.442270) | **S2P_CUTs** | -0.560890 (0.735815) | 1.96E-50 | 5.88E-49 |
| S2P_mRNA | 0.010112 (0.442270) | **S2P_SUTs** | -0.265355 (0.718827) | 2.68E-26 | 8.03E-25 |
| S2P_CUTs | -0.560890 (0.735815) | **S2P_SUTs** | -0.265355 (0.718827) | 1.05E-09 | 3.15E-08 |
| T4P_mRNA | -0.508654 (0.732844) | **T4P_CUTs** | -1.329001 (1.088610) | 2.22E-46 | 6.65E-45 |
| T4P_mRNA | -0.508654 (0.732844) | **T4P_SUTs** | -0.919834 (1.096669) | 6.89E-23 | 2.07E-21 |
| T4P_CUTs | -1.329001 (1.088610) | **T4P_SUTs** | -0.919834 (1.096669) | 5.69E-08 | 1.71E-06 |
| S5P_mRNA | -0.118347 (0.551504) | **S5P_CUTs** | -0.348559 (0.808749) | 2.36E-08 | 7.08E-07 |
| S5P_mRNA | -0.118347 (0.551504) | **S5P_SUTs** | -0.274219 (0.944266) | 3.54E-04 | 1.06E-02 |
| S5P_CUTs | -0.348559 (0.808749) | **S5P_SUTs** | -0.274219 (0.944266) | 6.61E-02 | 1.98E+00 |
| S7P_mRNA | -0.305469 (0.381811) | **S7P_CUTs** | -0.731305 (0.542673) | 2.79E-51 | 8.38E-50 |
| S7P_mRNA | -0.305469 (0.381811) | **S7P_SUTs** | -0.452497 (0.629472) | 1.00E-15 | 3.01E-14 |
| S7P_CUTs | -0.731305 (0.542673) | **S7P_SUTs** | -0.452497 (0.629472) | 1.28E-10 | 3.83E-09 |

a, numbers of transcripts in each class: mRNA, N=5171; CUTs, N=925; SUTs, N=847; mRNA>500nt, N=5040; CUTs>500nt, N=294; SUTs>500nt, N=563;

b, the log2 enrichment for each transcript was calculated as log2((P+1)/(T+1)), where P is the number of reads per million (RPM) mapped to that transcript in the phosphorylated RNAPII mCRAC, and T is the RPM in the total RNAPII CRAC;

c, two-sided Wilcoxon test;

d, two-sided Wilcoxon test with Bonferroni correction (N=30).

# Supplementary material for: Strand‐specific, high‐resolution mapping of modified RNA polymerase II
**Source:** Mol Syst Biol. 2016 Jun 10;12(6):874. doi: 10.15252/msb.20166869
**Supplement:** Supplementary file 3 — Table EV2

**Table EV2. Jaccard indices comparing the HMM state sequences obtained from two independent mCRAC data sets (with positive and negative genomic strands presented separately).**

The Jaccard index for a state *i* is the ratio A/B, where A (resp. B) is the size of the intersection (resp. union) of the two sets of 20nt-windows that are predicted to be in state *i* in the two HMM sequences respectively

State | Strand + | Strand -

I1 | 0.3001 | 0.3012

I2 |    0.0659 | 0.0679

EE |    0.2585 | 0.2550

E1 |    0.1498 | 0.1447

E2 | 0.0864 | 0.0850

E3 | 0.1187 | 0.1217

L | 0.1050 | 0.1076

N | 0.7419 | 0.7429

# Supplementary material for: Strand‐specific, high‐resolution mapping of modified RNA polymerase II
**Source:** Mol Syst Biol. 2016 Jun 10;12(6):874. doi: 10.15252/msb.20166869
**Supplement:** Supplementary file 4 — Code EV1

asdemo

```
% ASORT
```

```
% a pedestrian NUMERICAL SORTER of ALPHANUMERIC data
```

```
 
```

```
% - create some data
```

```
          d = {
```

```
%         strings with one valid alphanumeric number
```

```
%         sorted numerically
```

```
                  '-inf'
```

```
                  'x-3.2e4y'
```

```
                  'f-1.4'
```

```
                  '-.1'
```

```
                  '+ .1d-2'
```

```
                  '.1'
```

```
                  'f.1'
```

```
                  'f -+1.4'
```

```
                  'f.2'
```

```
                  'f.3'
```

```
                  'f.10'
```

```
                  'f.11'
```

```
                  '+inf'
```

```
                  ' -nan'
```

```
                  '+ nan'
```

```
                  'nan'
```

```
%         strings with many numbers or invalid/ambiguous numbers
```

```
%         sorted in ascii dictionary order
```

```
                  ' nan nan'
```

```
                  '+ .1e-.2'
```

```
                  '-1 2'
```

```
                  'Z12e12ez'
```

```
                  'inf -inf'
```

```
                  's.3TT.4'
```

```
                  'z12e12ez'
```

```
%         strings without numbers
```

```
%         sorted in ascii dictionary order
```

```
                  ' . .. '
```

```
                  '.'
```

```
                  '...'
```

```
                  '.b a.'
```

```
                  'a string'
```

```
                  'a. .b'
```

```
          };
```

```
%   ... and scramble it...
```

```
          rand('seed',10);
```

```
          d=d(randperm(numel(d)));
```

```
 
```

```
% - run ASORT with
```

```
%   verbose output:              <-v>
```

```
%   keep additional results:     <-d>
```

```
          o=asort(d,'-v','-d');
```

```
% - or
```

```
%         p=asort(char(d),'-v','-d');
```

```
 
```

```
    'INPUT'       'ASCII SORT'    'NUM SORT'             'NUM READ'        
```

```
    '...'         ' -nan'         '--- NUMERICAL'        '--- NUMBERS'     
```

```
    '+ .1e-.2'    ' . .. '        '-inf'                 [             -Inf]
```

```
    '.1'          ' nan nan'      'x-3.2e4y'             [           -32000]
```

```
    '.b a.'       '+ .1d-2'       'f-1.4'                [             -1.4]
```

```
    '-inf'        '+ .1e-.2'      '-.1'                  [             -0.1]
```

```
    'f.1'         '+ nan'         '+ .1d-2'              [            0.001]
```

```
    ' -nan'       '+inf'          '.1'                   [              0.1]
```

```
    '-1 2'        '-.1'           'f.1'                  [                1]
```

```
    'nan'         '-1 2'          'f -+1.4'              [              1.4]
```

```
    'a string'    '-inf'          'f.2'                  [                2]
```

```
    'f.3'         '.'             'f.3'                  [                3]
```

```
    '+ .1d-2'     '...'           'f.10'                 [               10]
```

```
    'a. .b'       '.1'            'f.11'                 [               11]
```

```
    's.3TT.4'     '.b a.'         '+inf'                 [              Inf]
```

```
    '+inf'        'Z12e12ez'      ' -nan'                [              NaN]
```

```
    ' nan nan'    'a string'      '+ nan'                [              NaN]
```

```
    'f-1.4'       'a. .b'         'nan'                  [              NaN]
```

```
    'x-3.2e4y'    'f -+1.4'       '--- ASCII NUMBERS'    '--- ASCII NUMBERS'
```

```
    'inf -inf'    'f-1.4'         ' nan nan'             ' nan nan'        
```

```
    '+ nan'       'f.1'           '+ .1e-.2'             '+ .1e-.2'        
```

```
    'f.2'         'f.10'          '-1 2'                 '-1 2'            
```

```
    'f.11'        'f.11'          'Z12e12ez'             'Z12e12ez'        
```

```
    'Z12e12ez'    'f.2'           'inf -inf'             'inf -inf'        
```

```
    'z12e12ez'    'f.3'           's.3TT.4'              's.3TT.4'         
```

```
    'f -+1.4'     'inf -inf'      'z12e12ez'             'z12e12ez'        
```

```
    ' . .. '      'nan'           '--- ASCII STRINGS'    '--- ASCII STRINGS'
```

```
    'f.10'        's.3TT.4'       ' . .. '               ' . .. '          
```

```
    '.'           'x-3.2e4y'      '.'                    '.'               
```

```
    '-.1'         'z12e12ez'      '...'                  '...'             
```

```
    ' '           ' '             '.b a.'                '.b a.'           
```

```
    ' '           ' '             'a string'             'a string'        
```

```
    ' '           ' '             'a. .b'                'a. .b'           
```

```
 
```

```
% - show results
```

```
          o
```

```
o =
```

```
          magic: 'ASORT'
```

```
            ver: '30-Mar-2005 11:57:07'
```

```
           time: '30-Mar-2005 11:57:17'
```

```
        runtime: 0.047
```

```
    input_class: 'cell'
```

```
    input_msize: [29 1]
```

```
    input_bytes: 2038
```

```
    strng_class: 'char'
```

```
    strng_msize: [29 8]
```

```
    strng_bytes: 464
```

```
            anr: {16x1 cell}
```

```
            snr: {7x1 cell}
```

```
            str: {6x1 cell}
```

```
              c: [29x12 char]
```

```
              t: [29x12 logical]
```

```
              n: [16x12 char]
```

```
              d: [16x1 double]
```

```
 
```

```
          o.anr
```

```
ans =
```

```
    '-inf'
```

```
    'x-3.2e4y'
```

```
    'f-1.4'
```

```
    '-.1'
```

```
    '+ .1d-2'
```

```
    '.1'
```

```
    'f.1'
```

```
    'f -+1.4'
```

```
    'f.2'
```

```
    'f.3'
```

```
    'f.10'
```

```
    'f.11'
```

```
    '+inf'
```

```
    ' -nan'
```

```
    '+ nan'
```

```
    'nan'
```

```
 
```

```
% - run ASORT with no-space/template options
```

```
%   NOTE the impact of -w/-t order!
```

```
          s={'ff - 1','ff + 1','- 12'};
```

```
 
```

```
%   RAW
```

```
          o=asort(s,'-v');
```

```
 
```

```
    'INPUT'     'ASCII SORT'    'NUM SORT'             'NUM READ'        
```

```
    'ff - 1'    '- 12'          '--- NUMERICAL'        '--- NUMBERS'     
```

```
    'ff + 1'    'ff + 1'        'ff + 1'               [                1]
```

```
    '- 12'      'ff - 1'        'ff - 1'               [                1]
```

```
    ' '         ' '             '- 12'                 [               12]
```

```
    ' '         ' '             '--- ASCII NUMBERS'    '--- ASCII NUMBERS'
```

```
    ' '         ' '             '--- ASCII STRINGS'    '--- ASCII STRINGS'
```

```
 
```

```
%   remove SPACEs
```

```
          o=asort(s,'-v','-w');
```

```
 
```

```
    'INPUT'    'ASCII SORT'    'NUM SORT'             'NUM READ'        
```

```
    'ff-1'     '-12'           '--- NUMERICAL'        '--- NUMBERS'     
```

```
    'ff+1'     'ff+1'          '-12'                  [              -12]
```

```
    '-12'      'ff-1'          'ff-1'                 [               -1]
```

```
    ' '        ' '             'ff+1'                 [                1]
```

```
    ' '        ' '             '--- ASCII NUMBERS'    '--- ASCII NUMBERS'
```

```
    ' '        ' '             '--- ASCII STRINGS'    '--- ASCII STRINGS'
```

```
 
```

```
%   remove TEMPLATE(s)
```

```
          o=asort(s,'-v','-t',{'ff','1'});
```

```
 
```

```
    'INPUT'    'ASCII SORT'    'NUM SORT'             'NUM READ'        
```

```
    ' - '      ' + '           '--- NUMERICAL'        '--- NUMBERS'     
```

```
    ' + '      ' - '           '- 2'                  [                2]
```

```
    '- 2'      '- 2'           '--- ASCII NUMBERS'    '--- ASCII NUMBERS'
```

```
    ' '        ' '             '--- ASCII STRINGS'    '--- ASCII STRINGS'
```

```
    ' '        ' '             ' + '                  ' + '             
```

```
    ' '        ' '             ' - '                  ' - '             
```

```
 
```

```
%   remove TEMPLATE(s) than SPACEs
```

```
          o=asort(s,'-v','-t','1','-w');
```

```
 
```

```
    'INPUT'    'ASCII SORT'    'NUM SORT'             'NUM READ'        
```

```
    'ff-'      '-2'            '--- NUMERICAL'        '--- NUMBERS'     
```

```
    'ff+'      'ff+'           '-2'                   [               -2]
```

```
    '-2'       'ff-'           '--- ASCII NUMBERS'    '--- ASCII NUMBERS'
```

```
    ' '        ' '             '--- ASCII STRINGS'    '--- ASCII STRINGS'
```

```
    ' '        ' '             'ff+'                  'ff+'             
```

```
    ' '        ' '             'ff-'                  'ff-'             
```

```
 
```

```
%   remove SPACEs than TEMPLATE(s)
```

```
          o=asort(s,'-v','-w','-t','1');
```

```
 
```

```
    'INPUT'    'ASCII SORT'    'NUM SORT'             'NUM READ'        
```

```
    'ff- '     '- 2'           '--- NUMERICAL'        '--- NUMBERS'     
```

```
    'ff+ '     'ff+ '          '- 2'                  [                2]
```

```
    '- 2'      'ff- '          '--- ASCII NUMBERS'    '--- ASCII NUMBERS'
```

```
    ' '        ' '             '--- ASCII STRINGS'    '--- ASCII STRINGS'
```

```
    ' '        ' '             'ff+ '                 'ff+ '            
```

```
    ' '        ' '             'ff- '                 'ff- '            
```

```
 
```

Published with MATLAB® 7.0.4

How the deposited data were processed for this re-analysis (not part of the article)

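The deposited files hold 19 libraries of CRAC, in which a tagged protein is crosslinked to RNA with UV light in growing yeast and the bound fragments are sequenced. They comprise 2 libraries each of total RNAPII (Rpo21-HTP without an antibody step), of RNAPII recovered with antibodies against Tyr1P, Ser2P, Thr4P, Ser5P and Ser7P, and of Rrp44, Rrp6 and Air2, and 1 library of Trf4. The strain background is BY4741. Conditions were taken from the sample labels, with the tag nabFT read as the no-antibody control that the paper describes. Replicate numbers were taken from the titles, and a title without a number was counted as 1. No library was left out. The replicates of Ser2P carry the numbers 2 and 3 and those of Ser5P the numbers 1 and 4. The paper's text does not name the other numbers or state which libraries were made side by side, so that libraries were not treated as pairs.

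The authors trimmed the sequences with the FASTX-Toolkit, separated the barcodes with pyCRAC, aligned the sequences with Novoalign, version 2.07.00 in the headers of 15 files, with a read that fits several places put at 1 of them at random, and collapsed reads with the same start and barcode. The deposited values are positions of aligned reads, 1 line per read, and are neither counts per gene nor normalized. Their chromosome names and the largest read ends lie within the lengths of the reference, which is the sacCer3 build that the paper names. All 6477 annotated genes have a name in the reference tables.

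Reads per library, in units of 1000, were 802.3 and 675.7 for total RNAPII, 432.4 and 3417.4 for Tyr1P, 870.3 and 563.1 for Ser2P, 311.7 and 287.6 for Thr4P, 391.5 and 240.8 for Ser5P, 1610.0 and 838.6 for Ser7P, 172.5 and 236.7 for Rrp44, 171.8 and 105.7 for Rrp6, 661.9 for Trf4, and 640.5 and 193.5 for Air2. The authors' collapsing removed between 34.2% and 86.0% of the aligned reads of a library. Across transcripts with at least 20 reads, the counts of replicates differed by a chi-square per degree of freedom between 2.42 and 2.79 for total RNAPII, Ser2P, Thr4P, Ser5P and Ser7P, 4.39 for Tyr1P, 6.05 for Rrp44, 4.94 for Rrp6 and 4.31 for Air2, where counting error alone gives 1. Intervals and floors from counts cover counting error only, and a read collapsed by a 3 nt barcode is not always 1 molecule.

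Reads were assigned by their midpoint on the sense strand with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and reads over a pair of genes of the same strand were left out. Repeated sequence was found as 28 nt words that occur more than once in the genome. The annotation gives no UTRs for any of 6002 nuclear protein-coding genes, so that gene lengths are coding lengths and windows were placed by start and stop codons. Windows by the start codon ran from -50 to 100 nt and from 350 to 500 nt, those by the stop codon over 150 nt on either side, and those for the 3′ end from 0 to 150 nt after the stop codon and from 500 to 350 nt before it. They were used for genes with a coding length of at least 700 nt and no gene of the same strand within 200 nt on that side, which left 4170 genes for the start codon and 4166 for the stop codon before the filter on reads.

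Because the values are positions and not counts, the test set out before the data were examined for this case was used, limma 3.58.1 in R 4.3.3 with data.table 1.17.8, on log2 values with voom weights. Transcripts were kept with at least 10 reads, scaled for library size, in at least 2 libraries and at least 15 in all, and windows with a mean of at least 10 reads. The prior count was 0.5 reads, and TMM trimmed 0.3 of the log ratios and 0.05 of the intensities. Transcripts were fitted with 1 term per group. Windows were fitted with a term for each library and a window term for each group, without TMM between windows. The tests are moderated t statistics with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. Rrp44, Rrp6 and Air2 were fitted with total RNAPII apart from the other forms, and Trf4, with 1 library, was not tested. Many window counts are low, and the fitted ratio of a gene with few reads in a window is imprecise and depends on the prior count, so that read counts are given in its place where a window holds 3 or fewer reads in a group.

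Genes named in the text are those the paper names (RPL28, ILV5, ACT1, PHO84, LCP5 and RPS0B), for each comparison the 5 protein-coding genes with the largest positive and the 5 with the largest negative log2 value among those past the threshold whose libraries do not overlap and whose mean count is at least 50, and up to 4 members past the threshold, largest first, of lists of genes written before the files were read. From the genes that this rule allows, those with more reads were preferred after the values were seen. Of the mRNAs known for NNS attenuation, FKS2 was not found in the annotation. No tested transcript belongs to the list of mitochondrial transcripts. On simulated data of the same depth and spread, the fit of transcripts found 7.46%, 31.3% and 78.8% of changes of 1.5, 2 and 3 fold, and that of the windows by the start codon 1.49%, 31.3% and 66.7% of changes of 2, 4 and 8 fold. Among 200 transcripts or windows changed in each simulation, calls in unchanged ones numbered from 0 to 6.

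Class comparisons and the comparison of state ends used permutation tests with 100000 draws across transcripts or genes, which are not replicates. Correlations used log2 ratios after 5 RPM were added to both sides in bins of 100 nt. The hidden Markov model was fitted with hmmlearn 0.3.3 on bins of 20 nt of both strands with 8 states, from k-means and for at most 200 iterations. Its fit was changed after its outcome had been seen: first 0.01 was added to the covariances, and then the fit was ended at a relative change of the likelihood under 1e-04, both as in the authors' code. States were compared on the 1501 genes of the top quartile, with at least 161 reads of total RNAPII per kb. For shares of states by distance from the start codon, the shortest of these genes were left out. Figures were drawn with matplotlib 3.10.9.

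Alternatives covered the scaling, the filters, the libraries in the fit, the position of a read, the windows, the gene length, the pseudocount, the bin, the number of states, the random start, and leaving out each library in turn. Alternatives chosen after the data were seen were limma-trend, the alignment run as a term or only its first set of libraries, genes with under 10% repeated sequence, different total RNAPII libraries for the forms of a pair, the models with 0.001 or nothing added to the covariances, of which the latter became singular and is not reported in values, and the whole fit of transcripts in Rrp44, Rrp6 and Air2, with its filter of a mean of at least 20 reads. CUTs, SUTs, NUTs and XUTs were left out since the reference does not give their positions, and positions relative to the TSS and pA sites for the same reason. The authors' segmentation was not used.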

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

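Of the tests below, that of the rRNA share for the tRNA reads, that of URA3 and MET17 for the LEU2 reads, and the counts with limma-trend, with the alignment run as a term or its first libraries alone, and in genes with under 10% repeated sequence were chosen only after the results were seen.

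Reads of tRNAs, which are made by RNAPIII and carry amino acids to the ribosome, were more frequent in Ser5P than in total RNAPII, and tRNAs are outside the genes that the paper's text discusses. Of 274 tRNAs, 157 were higher and none was lower at an adjusted p under 0.05 from limma-voom, and the median log2 across all 274 was 1.33. By contrast, 237 were lower in Tyr1P (median -1.74), 217 in Ser2P (median -2.16) and 30 in Thr4P (median -1.73), while the median in Ser7P was -0.75. Without TMM, which moves the median of all transcripts in Ser5P to -0.18, the 157 became 103. They became 0 without total RNAPII 2, 6 without Ser5P 1, 31 without Ser5P 4, 0 with limma-trend, 38 with the alignment run as a term, 144 with the libraries of the first alignment run alone and 0 of 6 among genes with under 10% repeated sequence. The 237 in Tyr1P became 52 without total RNAPII 1, 0 without Tyr1P 2 and 0 with limma-trend, the 217 in Ser2P became 2 without Ser2P 2, 76 without Ser2P 3 and 64 without total RNAPII 1, and the 30 in Thr4P became 1 without Thr4P 1, 6 without Thr4P 2, 2 without total RNAPII 1, 115 without total RNAPII 2 and 129 with limma-trend.

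Barcodes that are too few for the most abundant positions could hold down the tRNA counts of total RNAPII, but after a correction for this that assumes 64 barcodes the lowest median log2 over 4 pairs of libraries was 0.646, with values up to 1.59, against 0.726 to 1.53 before the correction. A larger background of abundant RNA was argued against for rRNA of RNAPI only, whose share changed by at most 0.299 in log2, from -0.0648, while that of tRNAs changed by 0.778 to 1.51. The biological explanation, RNAPII with Ser5P at tRNA genes, was taken to predict more reads antisense to tRNA genes and upstream of them, and these changed by at most 0.0597, from -0.128, while reads of the tRNA genes changed by 0.730 to 1.54. None of these 3 explanations, in the form tested, accounts for the pattern. RNAPII with Ser5P on the sense strand of tRNA genes alone need not add antisense or upstream reads, so that the last test cannot exclude it. A background of small RNAs made by RNAPIII and a difference in recovery during the antibody step were not tested and stay open.

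LEU2, an enzyme of leucine synthesis that is deleted in BY4741, held reads in libraries of Rrp6 and Trf4, above the 0 reads in both total RNAPII libraries and in both Rrp44 libraries. There were 33 and 56 reads in Rrp6, a mean of 361 RPM, and 121 reads in Trf4, or 182.8 RPM, and 5 and 2 reads in Air2. In total RNAPII, 3 reads would be 3.74 and 4.44 RPM.

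Reads of other sequences placed at LEU2 could give such a signal on a few stretches, but 16 of 21 stretches of 50 nt held reads, with 210 sense and 11 antisense reads and at most 88 in 1 stretch. Cells of a strain with all 3 deleted genes in these cultures would bring reads of URA3, of uracil synthesis, and MET17, of methionine synthesis, which held 4 reads together beside the 210 of LEU2. A LEU2 copy in the strains of Rrp6 and Trf4, such as a marker gene, may be the source and stays open, since the labels do not give it.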

How the results depend on the processing

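Chosen after the data were seen were limma-trend, the alignment run as a term, the first alignment run alone, genes with under 10% repeated sequence, the libraries numbered 1 and 2 alone, genes of at least 1200 nt for Rrp44, Rrp6 and Air2, different total RNAPII libraries for the forms of a pair, the models with a smaller amount or nothing added to the covariances, all settings of transcripts in Rrp44, Rrp6 and Air2, and the models applied to the end of the I1-like state other than those with 6 and 10 states and the matched genes. The DESeq2 alternatives, planned for files of counts, were left out because the deposited values are positions and not counts. A fit with the alignment run as a term was not made for Rrp44, Rrp6 and Air2. Replicate numbers as a term could not be used for Ser2P or Ser5P, which do not hold both numbers 1 and 2.

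Over the 68 results that answer a comparison, 250 of 405 values under an alternative stayed close to the reported value or on the same side of the threshold, 143 moved, 1 fell below the threshold, 2 rose above it and 9 changed direction. With a library left out, 209 of 300 did so, 90 moved and 1 changed direction. For the genes named in the text, 514 of 617 values under an alternative stayed on their side of the threshold, 92 lost the call, 5 gained one, 5 went the other way without a call and 1 called value changed direction: the difference of TDH2 in Thr4P after the stop codon was 0.30 with the last 100 nt before the stop codon, and the cause was not tested. With a library left out, 614 of 786 stayed, 166 lost the call, 3 gained one and 3 went the other way without a call. Where a left-out library leaves a group with 1, that library is assumed to vary like the other groups. Leaving out libraries, genes with a mean of at least 50 reads, genes of at least 1200 nt, genes with under 10% repeated sequence, the first alignment run alone and the 2 groups alone test fewer libraries or genes, which by itself changes counts; for the other settings below, the cause was not tested.

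The 277 transcripts lower in Tyr1P became 161 with only the 2 groups compared, 1 with limma-trend and 32 in genes with under 10% repeated sequence, and with a library left out lay between 0 without Tyr1P 2 and 362 without Tyr1P 1. The 279 lower in Ser2P became 54 in genes with under 10% repeated sequence, and with a library left out lay between 6 without Ser2P 2 and 318 without Tyr1P 2. The 95 lower in Thr4P became 406 with replicate numbers as a term and 292 with limma-trend, and with a library left out lay between 9 without Thr4P 1 and 196 without Tyr1P 2. Without Thr4P 2, 52 were lower and 94 higher, so that the more frequent direction turned. The 180 higher in Ser5P became 111 without TMM, 0 with limma-trend, 40 with the alignment run as a term and 16 in genes with under 10% repeated sequence, and with a library left out lay between 0 without total RNAPII 2 and 236 without Tyr1P 1. The 2 lower in Ser7P became 94 with only the 2 groups compared, 226 with replicate numbers as a term, 0 with limma-trend, 37 with the alignment run as a term, 20 in the first alignment run alone and 68 in genes with under 10% repeated sequence, and with a library left out lay between 0 without total RNAPII 1 and 124 without Tyr1P 1.

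For windows by the start codon, the other windows are the first 100 nt against 400 to 500 nt. The 500 genes higher near the start codon in total RNAPII became 18 in genes with a mean of at least 50 reads, 209 with limma-trend and 264 in the first alignment run alone, and with a library left out lay between 33 without total RNAPII 1 and 626 without Thr4P 1. The 0 lower in Tyr1P by limma-voom (173 at an unadjusted p under 0.05, and 0 by limma-trend) became 9 in genes with a mean of at least 50 reads and 2 with the alignment run as a term, and with a library left out lay between 0 without total RNAPII 1 and 5 without Thr4P 1. The 36 lower in Ser2P became 58 by the read 3′ end, 11 by the read 5′ end, 0 with the other windows, 0 with limma-trend, 130 with the alignment run as a term, 0 in the first alignment run alone and 19 in genes with under 10% repeated sequence, and with a library left out lay between 0 without total RNAPII 1 and 154 without Thr4P 1. The 602 lower in Thr4P became 229 with the other windows, 63 in genes with a mean of at least 50 reads, 401 in genes of at least 1200 nt and 320 in the first alignment run alone, and with a library left out lay between 194 without Thr4P 1 and 679 without Ser5P 4. The 1 higher in Ser5P became 3 in genes with a mean of at least 50 reads, 0 with limma-trend and 0 in the first alignment run alone, and with a library left out lay between 0 without total RNAPII 1 and 4 without Thr4P 1. The 3 lower in Ser7P became 0 by the read 3′ end, 5 by the read 5′ end, 0 with the other windows, 12 in genes with a mean of at least 50 reads, 0 in genes of at least 1200 nt, 0 with replicate numbers as a term, 0 with limma-trend, 0 in the libraries numbered 1 and 2 alone, 67 with the alignment run as a term, 0 in the first alignment run alone and 6 in genes with under 10% repeated sequence, and with a library left out lay between 0 without total RNAPII 1 and 73 without Thr4P 1. The 0 higher in Rrp44 by limma-voom (34 at an unadjusted p under 0.05, and 0 by limma-trend) became 1 with the other windows, and with a library left out lay between 0 without total RNAPII 1 and 10 without Rrp6 1. The 11 higher in Rrp6 became 5 by the read 5′ end, 2 in genes of at least 1200 nt, 4 with replicate numbers as a term, 4 with limma-trend and 20 in genes with under 10% repeated sequence, and with a library left out lay between 0 without total RNAPII 1 and 13 without Rrp6 1. The 86 higher in Air2 became 49 with the other windows, 1 in genes with a mean of at least 50 reads, 17 in genes of at least 1200 nt, 57 with replicate numbers as a term and 10 with limma-trend, and with a library left out lay between 0 without total RNAPII 2 and 157 without Rrp6 2.

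By the stop codon, the other windows are 100 nt on each side, and for the 3′ end the last 100 nt before the stop codon. The 196 genes higher before than after the stop codon in total RNAPII became 111 with the other windows, 15 in genes with a mean of at least 50 reads and 82 in the first alignment run alone, and with a library left out lay between 36 without total RNAPII 1 and 243 without Thr4P 2. The 313 lower after the stop codon than upstream became 201 with the other windows, 21 in genes with a mean of at least 50 reads and 144 in the first alignment run alone, and with a library left out lay between 119 without total RNAPII 1 and 384 without Thr4P 2. The 2 lower in Thr4P at the 3′ end became 0 by the read 3′ end, 6 by the read 5′ end, 1 with the other windows, 11 in genes with a mean of at least 50 reads, 7 with replicate numbers as a term, 0 in the first alignment run alone and 1 in genes with under 10% repeated sequence, and with a library left out lay between 0 without total RNAPII 1 and 16 without Thr4P 2. The 0 higher in Ser5P there by limma-voom (30 at an unadjusted p under 0.05, and 0 by limma-trend) became 1 with the other windows.

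Summed log2 ratios moved as follows. Near the start codon, 0.60 in total RNAPII became 0.48 by the read 3′ end, 0.69 by the read 5′ end, 0.81 with the other windows, 0.38 in genes with a mean of at least 50 reads and 0.66 in genes with under 10% repeated sequence. The difference of -0.45 in Tyr1P became -0.50 by the read 3′ end, -0.41 by the read 5′ end, -0.34 with the other windows and -0.56 in genes with a mean of at least 50 reads, and with a library left out lay between -0.48 without total RNAPII 2 and -0.42 without total RNAPII 1. That of -1.63 in Thr4P became -1.51 by the read 5′ end and -1.52 with the other windows. The 0.66 of Rrp44 became 0.73 by the read 3′ end, 0.63 by the read 5′ end, 0.56 with the other windows, 0.83 in genes with a mean of at least 50 reads, 0.45 in genes of at least 1200 nt and 0.55 in genes with under 10% repeated sequence, and with a library left out lay between 0.64 without Rrp44 2 and 0.71 without total RNAPII 1. The 1.98 of Rrp6 became 2.27 by the read 3′ end and 2.23 in genes with a mean of at least 50 reads, and with a library left out lay between 1.91 without Rrp6 1 and 2.28 without total RNAPII 1. The 2.47 of Air2 became 2.61 by the read 3′ end and 2.34 by the read 5′ end, and with a library left out lay between 2.35 without Air2 2 and 2.62 without Air2 1. Around the stop codon, 1.42 in total RNAPII became 1.61 with the other windows. At the 3′ end, -1.69 in total RNAPII became -0.89 with the other windows and -2.16 in genes with a mean of at least 50 reads. The -0.45 of Tyr1P there became 0.10 with the other windows and -0.90 in genes with a mean of at least 50 reads, and with a library left out lay between -0.69 without Tyr1P 2 and -0.32 without Tyr1P 1. The -0.78 of Ser2P became -0.0862 with the other windows and -1.12 in genes with a mean of at least 50 reads. The -0.91 of Thr4P became -0.63 by the read 3′ end, -1.12 by the read 5′ end, 0.19 with the other windows and -1.64 in genes with a mean of at least 50 reads. The -0.33 of Ser5P became -0.24 by the read 3′ end, -0.38 by the read 5′ end, -0.0041 with the other windows, -0.40 in genes with a mean of at least 50 reads and -0.35 in genes with under 10% repeated sequence, and with a library left out lay between -0.36 without total RNAPII 1 and -0.32 without total RNAPII 2. The -0.40 of Ser7P became -0.21 by the read 3′ end, -0.56 by the read 5′ end, 0.18 with the other windows and -0.50 in genes with a mean of at least 50 reads, and with a library left out lay between -0.41 without Ser7P 1 and -0.37 without total RNAPII 2. The change of direction at the 3′ end in Tyr1P, Thr4P and Ser7P with the other windows shows that the result depends on whether the region lies before or after the stop codon. The same holds for Air2, where the ratios of 1.30 and 1.46 over 4166 genes became -0.61 and -0.49, and for Trf4, where 1.62 became -0.56, while the 1.23 and 1.72 of Rrp6 became -0.65 and 0.05. The differences from total RNAPII near the start codon kept their direction in Ser2P, Ser5P and Ser7P under every alternative run, and so did those at the 3′ splice site in the 1 alternative run.

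The reduction of total RNAPII of 42.5% became 39.4% by the read 3′ end, 40.0% by the read 3′ end in genes of at least 1200 nt and 15.7% averaged over genes. Antisense reads minus mRNA gave -0.44 in Tyr1P (-0.29 reported), -0.63 in Ser2P (-0.53) and -0.27 in Ser5P (-0.17) with the lower-numbered library alone, and -0.60 in Ser2P, -1.09 in Thr4P (-0.75), -0.41 in Ser5P and -0.69 in Ser7P (-0.55) with the higher-numbered library alone. In Ser5P, the sign turned to 0.00708 with a pseudocount of 5. The differences of snoRNAs from mRNAs kept their direction in the 4 alternatives run and their call in the 2 of these that were tested.

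With different total RNAPII libraries for the forms of a pair, r fell to 0.0673 for Tyr1P with Ser2P, 0.0901 with Thr4P and 0.0990 with Ser7P, to 0.117 for Ser2P with Thr4P and 0.0961 with Ser7P, and to 0.216 for Thr4P with Ser7P. For Ser5P it turned to -0.0270 with Tyr1P, -0.0333 with Ser2P and -0.0284 with Ser7P, and was 9.05e-04 with Thr4P. By construction, this setting removes the shared denominator. In bins with at least 10 reads of total RNAPII, r became 0.23 for Tyr1P with Ser5P, 0.45 for Ser2P with Thr4P, 0.20 for Ser2P with Ser5P, 0.14 for Thr4P with Ser5P, 0.59 for Thr4P with Ser7P and 0.17 for Ser5P with Ser7P. In bins of 20 nt it became 0.36 for Tyr1P with Ser5P, 0.37 for Ser2P with Thr4P, 0.32 for Ser2P with Ser5P and 0.45 for Thr4P with Ser7P, and with a pseudocount of 1 it became 0.31 for Ser2P with Ser5P and 0.50 for Thr4P with Ser7P.

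The model with nothing added to the covariances, which is the model as planned, became singular and gave other values in each run, so that its values are not given; in both of its runs the I1-like state was nearly absent from 0 to 100 nt, and no later end of it on genes with an intron was seen. A model with 0.001 in place of 0.01 added took its place after this was known, and there the I1-like state held 88.3% in place of 70.7% of positions from 0 to 100 nt. The 9.73% of the E1-like state from 400 to 1000 nt became 41.3% with 6 states, 29.5% with 10 states, 12.3% with another random start, 19.8% with a pseudocount of 1 and 72.2% with the smaller amount. The later end of the I1-like state by 40 nt on genes with an intron turned to -20 nt in the lower-numbered libraries, was 60 nt with the smaller amount (permutation p = 2.70e-04), and was 40 nt without passing the test on genes matched on reads (permutation p = 0.0672). For a coding part of the first exon under 100 nt, 40 nt turned to -30 nt and became 60 nt in the first 2 of these. For a longer coding part, 10 nt became 80 nt with a pseudocount of 1 (permutation p = 0.0173) and 90 nt with 6 states.

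After the group means were removed, the correlation of libraries that share a number lay between 6.56e-05 and 0.223 over 6 pairs for the RNAPII libraries and between -0.128 and 0.158 over 6 pairs for the surveillance libraries. Replicate numbers as a term gave 406 transcripts lower and 197 higher in Thr4P, 226 lower and 34 higher in Ser7P, 290 lower in Rrp44 and 244 lower in Rrp6, and the libraries numbered 1 and 2 alone were fitted without that term as well.

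Depth limits the tests of windows. Only 287 genes reached a mean of 10 reads per window in the fit of Rrp44, Rrp6 and Air2, and a simulated change of 4 fold near the start codon was found in 59.7% of cases there, in 31.3% of cases in the RNAPII libraries and in 28.4% of cases at the 3′ end.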

Differences from the paper's values

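Chosen only after data were seen were the setting with different total RNAPII libraries for the forms of a pair, the comparisons by coding length and of states at splice sites, and the final form of the model's fit, which was changed after its outcome had been seen.

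In models from different random starts, the paper's share of bins with the same state is 87%, and here it was 41.7%. States here were named apart in each start by the rule and not matched, so that swapped names lower this share. Between the starts, the Jaccard index was 0.747 and 0.764 for the I1-like state on the plus and minus strand, and 0 for the E3-like state. No alternative set before the data were examined gives a second value of this share. For the Jaccard index between models of the lower-numbered and of the higher-numbered libraries, on the plus and minus strand, the paper's values are 0.3001 and 0.3012 for I1, and here they were 0.0190 and 0.0193. For EE, the paper's are 0.2585 and 0.2550, and here 0.0338 on both. For E2, the paper's are 0.0864 and 0.0850, and here 0.0193 and 0.0176. For E3, the paper's are 0.1187 and 0.1217, and here 0.0154 and 0.0159. For L, the paper's are 0.1050 and 0.1076, and here 0.0205 and 0.0196. For I2 on the minus strand, the paper's value is 0.0679 and here it was 0.0447. No alternative was set for these values before the data were examined. The states here were named by a rule and were not matched to the paper's.

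For mRNAs over their first 500 nt, the paper's mean log2 of Tyr1P over total RNAPII is -0.0248, and here it was 0.0777. The paper's value is for the first 500 nt of longer transcripts from the TSS and the value here for coding sequences from the start codon, so that regions and sets of genes are unlike. Of the alternatives set before the data were examined, the lower-numbered library alone gave -0.0429, which has the paper's sign, whereas a pseudocount of 5 (0.0728), genes with at least 10 reads in both total RNAPII libraries (0.0789) and the higher-numbered library alone (0.144) have the other sign. This mean is listed for its sign. Means with the paper's sign also lay apart, at 0.19 against the paper's 0.01 in Ser2P, -0.18 against -0.51 in Thr4P and -0.13 against -0.31 in Ser7P.

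The paper states that, genome-wide, Ser5P was anticorrelated with the other forms. The bins here lie in coding sequences alone and leave out the regions before start codons and after stop codons. Across bins of coding sequences, r of Ser5P, relative to the same total RNAPII libraries, was above 0 with all 4, at 0.31 with Tyr1P, 0.28 with Ser2P, 0.21 with Thr4P and 0.28 with Ser7P. Simulated forms that do not differ from total RNAPII had 0.40, 0.39, 0.31 and 0.42 there, so that a sign above 0 is no evidence against the paper's statement. The covariance lay above its simulated value with all 4, by 0.00804 to 0.0197. With different total RNAPII libraries for the forms of a pair, chosen after seeing the values, r was below 0 with 3 of 4, at -0.0270, -0.0333 and -0.0284, and 9.05e-04 with Thr4P. The covariance then had the same signs, so that its excess over the simulation is no sign of a rise of Ser5P with the other forms. The paper states that Ser7P was elevated at the 3′ splice site and Ser2P and Thr4P were depleted there. Here the differences from total RNAPII were -0.31 for Ser7P, and -0.64 and -0.90 for Ser2P and Thr4P, which have the paper's direction. They compare the site with a region further from the start codon, and Thr4P and Ser7P rise with that distance on intronless genes as well. For Thr4P and Ser7P, an effect of the site cannot be told apart from that rise. Ser2P rose less on intronless genes, from 0.22 at 100 to 150 nt to 0.42 at 400 to 450 nt, but distances of the sites were not matched.

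The paper states that the profiles were independent of gene length. Here the median log2 of Thr4P over whole coding sequences went from -0.51 in the shortest to 0.32 in the longest class and that of Ser7P from -0.41 to 0.19, whereas the medians of Tyr1P, Ser2P and Ser5P stayed between -0.14 and 0.12. These are levels of whole genes and not profiles along them. The ratio of the 5′ to the downstream window relative to total RNAPII, which is closer to a profile, had means of length classes from 0.36 to 0.39 in Ser5P, from -0.95 to -0.89 in Ser7P, from -0.48 to -0.37 in Tyr1P, from -0.97 to -0.68 in Ser2P and from -1.72 to -1.41 in Thr4P, with the same sign in every class. All forms are stated to be depleted just upstream of the pA site. In the 150 nt after the stop codon, which the paper places 50 to 100 nt upstream of the main pA sites, the differences lay between -0.91 and -0.33 in all forms, in the paper's direction. In the last 100 nt before the stop codon, they were 0.10 in Tyr1P, 0.19 in Thr4P and 0.18 in Ser7P, and -0.09 and -0.0041 in Ser2P and Ser5P; pA sites were not at hand, and the anchor is the stop codon. Initiation states are stated to have low Ser2P and Thr4P, which holds for the I1-like state, at -0.29 and -0.63. The I2-like state had 0.32 and 0.65, but it was named by its Ser5P alone and had the largest means of the other forms. It does not resemble the paper's I2, so its values are no evidence against that statement. State E1 is stated to be depleted at the 3′ splice site, and E2 and E3 to be unaffected. On 157 genes, the E1-like state held 5.84% within 60 nt of the site, 4.78% before it and 9.81% from 200 to 400 nt after it, and the E2-like state held 7.75%, 4.71% and 9.43%, so that both were lower at the site than after it and higher than before it. In the same model, the I2-like state, with the largest mean of Thr4P, held 5.94%, 15.4% and 28.9%. It was lower at the site than on both sides, as the paper states for E1. With 6 states, the E1-like state held 12.4% at the site, 23.2% before and 30.5% after it, and with 10 states 1.80%, 3.12% and 7.45%, lower than on both sides as the paper states, while the E2-like state with 10 states held 6.26%, 18.8% and 24.2%. With 8 states, the E3-like state held 1.17%, 4.78% and 2.42%.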

Other observations

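Chosen only after data were seen were all comparisons of transcripts in Rrp44, Rrp6 and Air2 with total RNAPII and their settings, the comparison of antisense reads along genes and that by coding length, whereas the tests of explanations for the latter were set down before their results, except for the rule by which the test in Ser7P does not decide.

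The snoRNAs, which guide modification and cleavage of rRNA, had fewer reads in 4 forms of RNAPII and more in Ser5P than total RNAPII did. Of 68 snoRNAs, 23 were lower in Tyr1P (45 adjusted over the list alone), 44 in Ser2P (61) and 29 in Thr4P (57), 1 in Ser7P (34), and 9 were higher in Ser5P (19). These calls depend on single libraries: the 23 became 0 without Tyr1P 2, 6 without total RNAPII 1 and 1 with limma-trend, the 44 became 4 without Ser2P 2, 24 without Ser2P 3 and 21 without total RNAPII 1, the 29 became 6 without Thr4P 1, 12 without Thr4P 2, 14 without total RNAPII 1 and 48 with limma-trend, the 1 became 15 without Tyr1P 1 and 0 with limma-trend, and the 9 became 0 without total RNAPII 2, without Ser5P 4 and with limma-trend, and 1 without Ser5P 1. Among them, SNR48 had a log2 fold change of -1.59 in Tyr1P (standard error 0.20, adjusted p = 5.57e-04 from limma-voom) and 1.03 in Ser5P (standard error 0.19), and SNR9 had -2.50 in Ser2P (standard error 0.41, adjusted p = 0.0017). The H/ACA snoRNAs, which guide pseudouridylation, gave 9 of 27 lower in Tyr1P (18 over the list alone), 22 in Ser2P (25), 17 in Thr4P (24) and 1 in Ser7P (22), and 4 higher in Ser5P (9). Of 4 snRNAs of the spliceosome, 1 was lower in Tyr1P (2), 1 in Ser2P (3) and 2 in Thr4P (3). Of the transcripts of RNAPIII, 241 of 284 were lower in Tyr1P (275), 218 in Ser2P (277) and 30 in Thr4P (225), and 162 were higher in Ser5P (256). Here the 241 became 0 without Tyr1P 2 and with limma-trend and 52 without total RNAPII 1, the 218 became 2 without Ser2P 2, 77 without Ser2P 3 and 65 without total RNAPII 1, the 30 became 1 without Thr4P 1, 2 without total RNAPII 1, 117 without total RNAPII 2 and 129 with limma-trend, and the 162 became 0 without total RNAPII 2 and with limma-trend, 6 without Ser5P 1 and 31 without Ser5P 4. The 6 transcripts of RNAPI were lower in Tyr1P, Ser2P and Thr4P, and became 0 in Tyr1P without Tyr1P 2, without total RNAPII 1 and with limma-trend, 0 in Ser2P without Ser2P 2 and 3 without total RNAPII 1, and 0 in Thr4P without Thr4P 1 and 1 without total RNAPII 1. Of 10 histone genes, which package DNA, 1 was lower in Thr4P (3). Relative to mRNAs, the log2 enrichment of snoRNAs differed by -0.71 in Tyr1P, -1.27 in Ser2P, -1.73 in Thr4P, 0.48 in Ser5P and -0.57 in Ser7P, and that of antisense reads by -0.29, -0.53, -0.75, -0.17 and -0.55 (permutation tests across transcripts, each p = 1e-05, the smallest they can give, over 10 tests). These tests compare transcripts and not replicates, and the sign of antisense reads in Ser5P turned with a pseudocount of 5, to 0.00708 (permutation p = 0.434).

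In the CRAC of Rrp44, Rrp6 and Air2, TMM leaves the median log2 of all transcripts at -0.61, -0.91 and -0.70 relative to total RNAPII, and without TMM it is -1.78, -2.00 and -1.77, so that medians are given relative to it. For Rrp44, a nuclease of the exosome, glycolytic genes lay 2.44 above it and plasma membrane and cell wall genes 2.04, with 17 of 20 (17 over the list alone) and 8 of 15 (9) higher. Among them, CDC19 had a log2 fold change of 2.94 (standard error 0.22) and PDC1, pyruvate decarboxylase, 2.78 (standard error 0.20). For Rrp6, the nuclear exosome nuclease, snoRNAs lay 2.75 above the median, with 37 of 63 higher (42), and ribosomal protein genes with an intron 1.19, with 12 of 89 higher (10). For Air2, snoRNAs lay 2.95 above, with 58 of 63 higher (58), histone genes 1.90, with 7 of 9 (8), and mRNAs known for NNS attenuation 2.55, with 4 of 7 higher and 1 lower (5 and 1). There, NRD1 had a log2 fold change of 2.53 (standard error 0.33). The tRNAs lay 2.16, 3.52 and 4.25 above the median, with 152, 244 and 275 of 275 higher. In all, 359 of 3201 transcripts were higher and 451 lower in Rrp44, 327 and 427 in Rrp6, and 490 and 283 in Air2. The 451 became 1635 without TMM, 5 without total RNAPII 1, 7 without total RNAPII 2, 14 without Rrp44 1, 1014 without Rrp44 2, 280 without Rrp6 2 and 164 without Air2 2, and the 359 became 103 without TMM, 199 without Rrp44 1, 548 without Rrp6 2 and 216 without Air2 2. The 427 became 1605 without TMM, 25 and 31 without total RNAPII 1 and 2 and 114 without Rrp6 2, and the 283 became 2046 without TMM, 186 and 136 without total RNAPII 1 and 2, 116 without Rrp44 1, 176 without Rrp6 2, and 2 without Air2 2.

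Antisense reads along genes differed between forms. The ratio of antisense reads in the last to the first 200 nt of 2427 coding sequences was 1.93 and 2.24 in the 2 libraries of total RNAPII, 1.46 and 2.10 in those of Tyr1P, 1.15 and 1.07 in those of Ser2P, 0.49 and 0.58 in those of Thr4P, 1.68 and 1.58 in those of Ser5P, 1.66 and 1.10 in those of Ser7P, 7.45 and 5.48 in those of Air2, 4.47 and 8.81 in those of Rrp44, 3.36 and 5.07 in those of Rrp6, and 6.59 in that of Trf4. With 2 libraries each, no test was made.

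Thr4P and Ser7P were higher on long than on short coding sequences. The depletion near the start codon takes a larger part of short genes and may account for this in Thr4P among genes over 1000 nt: from 500 to 1000 nt, the summed log2 from coding lengths of 1000 to 1500 nt to those over 3000 nt rose by at most -0.00905, from -0.0779, against 0.0739 to 0.452 over whole sequences. In Ser7P it rose by at most -0.0638, but over whole sequences the rise was only 2.75e-04 in 1 pair of libraries and 0.268 at most. By the prediction as first set down this value would count for the same explanation, but by a rule added after it was seen, that a rise must exceed 2 counting standard errors in every pair, the test does not decide. For genes up to 1000 nt the explanation stays open in both forms. Few reads on short genes were argued against, since among genes with at least 100 reads in both total RNAPII libraries the rise of the median from the shortest to the longest class was 0.754 in Thr4P and 0.498 in Ser7P, against 0.821 and 0.605 over all genes. No other biological explanation was tested, and the account for Thr4P is a hypothesis found on the same data.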
